# H3K18 lactylation marks tissue-specific active enhancers

**DOI:** 10.1186/s13059-022-02775-y

**Published:** 2022-10-03

**Authors:** Eva Galle, Chee-Wai Wong, Adhideb Ghosh, Thibaut Desgeorges, Kate Melrose, Laura C. Hinte, Daniel Castellano-Castillo, Magdalena Engl, Joao Agostinho de Sousa, Francisco Javier Ruiz-Ojeda, Katrien De Bock, Jonatan R. Ruiz, Ferdinand von Meyenn

**Keywords:** Lactylation, H3K18la, Lactate, Epigenetics, Embryonic stem cell, Muscle, Macrophage, Adipocyte, CUT&Tag, ChromHMM, Histone post-translational modification, Promoter, Enhancer

## Abstract

**Background:**

Histone lactylation has been recently described as a novel histone post-translational modification linking cellular metabolism to epigenetic regulation.

**Results:**

Given the expected relevance of this modification and current limited knowledge of its function, we generate genome-wide datasets of H3K18la distribution in various in vitro and in vivo samples, including mouse embryonic stem cells, macrophages, adipocytes, and mouse and human skeletal muscle. We compare them to profiles of well-established histone modifications and gene expression patterns. Supervised and unsupervised bioinformatics analysis shows that global H3K18la distribution resembles H3K27ac, although we also find notable differences. H3K18la marks active CpG island-containing promoters of highly expressed genes across most tissues assessed, including many housekeeping genes, and positively correlates with H3K27ac and H3K4me3 as well as with gene expression. In addition, H3K18la is enriched at active enhancers that lie in proximity to genes that are functionally important for the respective tissue.

**Conclusions:**

Overall, our data suggests that H3K18la is not only a marker for active promoters, but also a mark of tissue specific active enhancers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02775-y.

## Background

Histone modifications regulate DNA accessibility, chromatin structure and dynamics, and gene expression [1]. They can promote chromatin relaxation and gene transcription, or chromatin condensation and gene repression, respectively [2]. Since the initial discovery of acetylation and methylation of histones in 1964 [3], the number of described histone post-translational modifications (hPTMs) has significantly increased [4]. In 2019, lactylation of lysine residues of histones (Kla) was described for the first time [5]. Similar to histone acetylation and other histone acylation moieties [6], histone lactylation links (cellular) metabolism to epigenetic gene regulation. Indeed, both extracellular and endogenous lactate increase global histone lactylation levels while inhibition of glycolysis (and thus lactate production) reduces histone lactylation levels [5]. Glycolysis is a central energy producing process, and consequently, lactate is produced (and consumed) in almost all cellular systems and mammalian tissues [7]. Besides representing the end-product of glycolysis, lactate is also the main circulating metabolite that feeds into the tricarboxylic acid (TCA) cycle [8], an important signaling molecule, and a major substrate for gluconeogenesis [9]. Because of lactate’s omnipresence, histone lactylation may be present in all mammalian systems, but this remains to be verified. More than 30 histone lactylation sites have been reported in human, mouse, plant, fungal, and parasitic (protozoic) samples [5, 10–20]. Lactylation of histone 3 on lysine residue 18 (H3K18la) has been studied in more detail and shown to be highly enriched on gene promoters and to correlate with active gene expression of the associated genes in cancer cells and in macrophages [5, 17]. Hitherto, most reports studying Kla focused on changes in total Kla levels, but the genome-wide H3K18la distribution and its relation to other histone modifications and gene expression are poorly described.

Here, we show that H3K18la is present in a broad range of human and mouse cell types and tissues. Most importantly, we report that H3K18la is not only enriched at promoters, but also at active enhancers in a tissue-specific manner, and resembles, although does not copy, H3K27ac genomic localization.

## Results

### Histone lactylation is present in tissues representing a broad range of metabolic states

To explore the role of H3K18la, we investigated its genome-wide localization in a broad panel of in vitro and in vivo samples. We selected samples that differ in developmental stage and mitotic activity, since histone lactylation has been correlated to glycolytic activity and lactate levels [5], and that span a broad metabolic range with differing intracellular lactate levels. We included mouse embryonic stem cells, cultured in conditions that recapitulate embryonic naïve (mESC-2i; grown in 2i LIF) or primed pluripotency states (mESC-ser; grown in serum LIF) [21] and also differ in their metabolic status [22]. Indeed, highly glycolytic mESC-ser have higher lactate levels compared to mESC-2i (Supplementary Figure 1A). We also included primary muscle stem cells (myoblasts, MB) and in vitro differentiated multinucleated post-mitotic end-state myotubes (MT), as well as in vivo mouse muscle samples (gastrocnemius, GAS). MT display higher OXPHOS and similar glycolytic rates compared to MB [23]. Nevertheless, MT have higher lactate levels compared to MB (Supplementary Figure 1A and [24]). Similarly, muscles are known to be metabolically highly active and producing high amounts of lactate [25]. In contrast to muscle tissue, we included adipocytes from white epididymal adipose tissue (ADIPO), which is known for its particularly low metabolic rate [26]. MB, MT, GAS, and ADIPO are all cell types/tissues originating from the mesenchymal cell lineage. Lastly, we included bone marrow-derived macrophages (BMDM), in which histone lactylation was originally described [5], as well as macrophages that are recruited to the muscle after induction of tissue ischemia (see the “Materials and methods” section, “post-ischemia macrophages,” PIM). BMDMs and PIMs were shown to respond to exogeneous lactate by upregulating anti-inflammatory gene signatures [5, 27], which was shown to be partly due to hyperlactylation of the affected genes’ promoters in BMDMs. Noteworthy, during tissue repair and associated macrophage polarization, macrophages undergo a dramatic metabolic shift which is required for their phenotypic shift [28].

Western blotting showed that H3K18 lactylation is present in all cells and tissues included in this study (Fig. 1A, Additional file 2). To investigate whether changes in cellular metabolism, and thus intracellular lactate levels, affect global H3K18la, we compared H3K18la levels in related cell pairs: MB versus MT and mESC-ser versus mESC-2i. We found no correlation between intracellular lactate levels and H3K18la or panKla levels, except for panKla in mESC (Additional file 1: Fig. S1B, Additional file 2). However, when we added 10mM sodium-L-lactate to the cell medium, H3K18la as well as panKla levels did increase in all cases (Additional file 1: Fig. S1B, Additional file 2), as has been shown previously for other cell types [5]. This suggests that global H3K18la levels are not directly linked to (small) metabolic differences between cell types. However, when stimulated with a large lactate surplus, H3K18la levels do increase. This is in line with data presented by Zhang et al. [5], where such large lactate changes were studied.

**Fig. 1:**
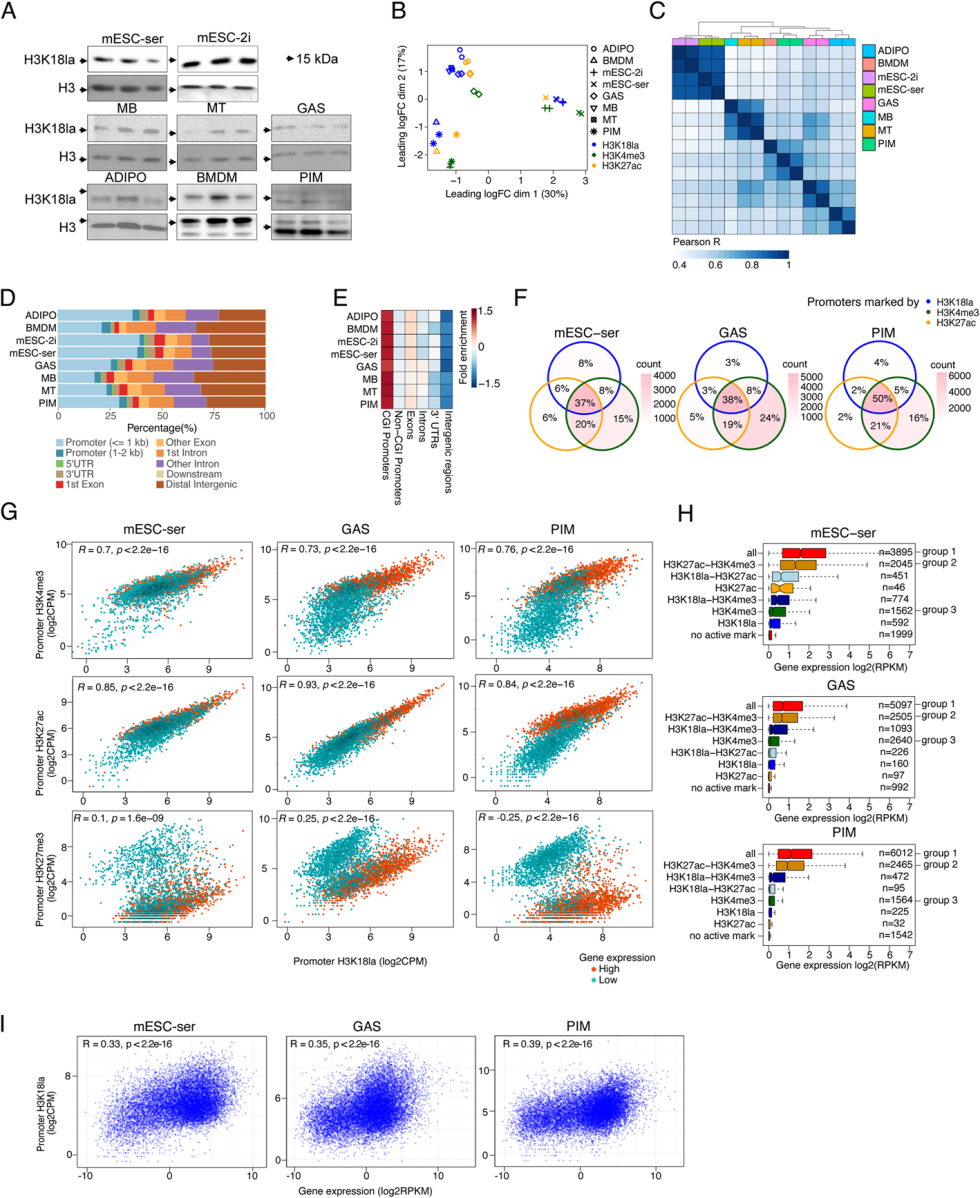
H3K18la marks active CGI promoters. **A** Western blots showing H3K18la and H3 protein expression in all included samples (*n* = 3). The arrows indicate 15 kDa. **B** MDS of active hPTMs profiled from various mouse samples, quantified over 3000 bp genome-wide tiles. **C** Correlation heatmap of genome-wide, quantified H3K18la peak levels (biological replicates (*n* = 2) for mESC-ser, mESC-2i, ADIPO, GAS, PIM, and MT. For MB and BMDM; *n* = 1. Pearson’s correlation coefficient *R* is displayed as color gradient. **D** Distribution of H3K18la peaks of all mouse samples across genomic features. **E** H3K18la peak fold enrichment adjusted for genome-wide feature size for all mouse samples. **F** Venn diagrams depicting the promoter overlaps marked by the active hPTMs in mESC-ser, GAS, and PIM samples. Overlaps are colored according to the absolute number of promoters marked by various combinations of active hPTMs. Percentages indicate the fraction of actively marked promoters belonging to each group. **G** Scatterplots showing pairwise correlation of promoter H3K18la levels with other hPTM levels (log_2_CPM) highlighting the promoters of genes with highest (red, *n* = 2000) or lowest (cyan, *n* = 2000) normalized gene expression (RPKM) for mESC-ser, GAS, and PIM. Pearson’s correlation coefficient *R* and *p*-values are indicated. **H** Normalized gene expression (log_2_RPKM) per gene category is shown as boxplots. Gene categories are defined by the combination of active hPTMs as **F**. **I** Scatter plots showing the correlation between promoter H3K18la levels (log_2_CPM, *y*-axis) and expression of the corresponding gene (log_2_RPKM, *x*-axis) for mESC-ser, GAS, and PIM. Spearman’s correlation coefficient *R* and *p*-values are indicated

### H3K18la marks active promoters

To study the functional role of H3K18la, we generated CUT&Tag sequencing libraries [29] for H3K18la and additional active (H3K4me3 and/or H3K27ac) and repressive (H3K27me3) hPTMs allowing us to profile their genomic localization. All datasets were processed, quality checked, and mapped using standardized pipelines (Additional file 1: Fig. S1C), and the quality metrics have been summarized in Additional file 3: Table S1.

We first explored how the datasets compare to each other globally. To this end, we quantified all samples over genome-wide tiles spanning 3000 bp each and performed multidimensional scaling (MDS) analysis. The samples clustered based on the type of mark (active versus repressive; Additional file 1: Fig. S1D) and according to the origin of the sample and specific hPTM profiled (Fig. 1B). mESC displayed the most distinct profiles from differentiated tissues, especially for active marks (Additional file 1: Fig. S1D). MB, MT, and GAS active marks clustered together as well as BMDM and PIM datasets (Fig. 1B). For each cell type, H3K18la samples clustered closer to H3K27ac than to H3K4me3 samples (Fig. 1B). This highlights that the genomic distribution of H3K18la is tissue-specific, resembles H3K27ac from the same tissue-type, and is retained in vitro. Of note, H3K18la ADIPO samples clustered closest to muscle sample despite being characterized by significantly differing metabolic rates. This might reflect their similar developmental programs and mesenchymal lineage origins. Despite differences in metabolic status between mESC-2i and mESC-ser, or MB and MT, their H3K18la profiles also clustered based on their origin. These results indicate that developmental identity is important for H3K18la genomic distribution.

Next, we used the SEACR peak caller [30] to define hPTM enrichment. We observed that SEACR often called multiple nearby smaller peaks together (Additional file 1: Fig. S1E). A correlation analysis of the quantified H3K18la peaks confirmed that the mESC H3K18la profiles were most distinct from the differentiated cell types (Fig. 1C). Macrophages (BMDM and PIM) were closely correlated as well as in vitro (MB and MT) to in vivo muscle samples (GAS), and tissues from the mesenchymal lineage (ADIPO and GAS), corroborating H3K18la profiles’ cell type-specificity (Fig. 1B). In accordance with data published by Zhang et al*.* [5], we found many H3K18la peaks localized near transcription start sites (TSS) and overlapping with gene promoters or introns (Fig. 1D and Additional file 1: Fig. S1F-G). The fraction of H3K18la peaks within promoter regions was highest in mESC and ADIPO (~40%) (Fig. 1D). H3K18la peak distribution of ADIPO, GAS, PIM, MB, and MT were slightly shifted downstream of the TSS, which was also true for the corresponding H3K4me3/H3K27ac active marks, but not for (repressive) H3K27me3 peaks (Additional file 1: Fig. S1G). Size-corrected enrichment analysis for genomic features showed distinct enrichment of H3K18la signal in CpG island (CGI) promoters but not in non-CGI promoters (Fig. 1E).

To investigate if promoters can be marked by different combinations of active hPTMs, we overlapped the promoters marked by H3K4me3, H3K27ac, and/or H3K18la peaks (Fig. 1F). We found that the vast majority of these “active” promoters are either marked by H3K4me3+H3K27ac+H3K18la (37–50%), by H3K4me3+H3K27ac (19–21%), or by H3K4me3 alone (15–24%). Therefore, only about half of all H3K4me3-marked promoters are also marked by H3K18la. The correlation of promoter H3K4me3 to H3K18la levels confirmed a subset of gene promoters with high H3K4me3 levels, but not high H3K18la levels (Fig. 1G, Additional file 1: Fig. S2A). This subset was not prominent for CGI promoters (Additional file 1: Fig. S2B). 

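Gene expression in GAS, the gastrocnemius muscle of the mouse, was measured by RNA sequencing in 3 biological replicates. The authors trimmed the reads, aligned them to the mouse genome assembly mm10, counted them on genes and deposited these raw counts without normalization. The files list 38293 genes by Ensembl identifier, and 36345 of them were found in the GENCODE annotation of the same assembly. Between 19307793 and 19941574 reads per replicate were counted on genes, with a median of 19467900. At this depth, 3 counts in a library correspond to at most 0.155 CPM, a limit that covers counting error only. CPM values were normalized for library composition with the TMM method, and RPKM values were obtained by dividing them by the exonic length of each gene. A mean RPKM over 1 was found for 9874 genes. When each replicate was left out in turn, this number stayed between 9867 and 9875. The 2000 genes with the highest mean RPKM had values of at least 15.2 and held 81.4% of all counts. Among genes with a mean RPKM over 1, the median coefficient of variation over the replicates was 7.40%. The lowest Pearson correlation between replicates was 0.992, computed across 15410 genes on log2(CPM + 1), and genes are not independent replicates. Myh4 was the gene with the highest share of counts in each replicate, between 6.10% and 6.79%, and its RPKM was 10874 ± 835 (SD, n = 3).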

To investigate if there is a functional difference between H3K18la-marked active promoters and non-H3K18la-marked active promoters, we looked at gene expression, Gene Ontology (GO) enrichment, and TF-binding site enrichment of their associated genes. Firstly, genes with H3K18la+H3K4me3+H3K27ac-marked promoters (group 1) were significantly higher expressed than genes with H3K4me3+H3K27ac-marked promoters (group1 versus group 2, *p* < 3.3×10e−7) or H3K4me3-only-marked promoters (group1 versus group 3, *p* < 2.2×10e−16) (Fig. 1H). In fact, there is an additive effect of promoter H3K18la- and/or H3K27ac-marking on gene expression of genes (or vice versa), with that of H3K27ac being considerably bigger than that of H3K18la. This indicates that H3K18la primarily marks the promoters of the highest expressed genes. Also at a quantitative level, H3K18la promoter levels did correlate positively with gene expression in all samples (Fig. 1I). H3K18la promoter levels at CGI promoters correlated even better with the expression of their associated genes (Additional file 1: Fig. S2C). Further, group 1 (promoters marked by H3K18la+H3K4me3+H3K27ac) genes are most strongly enriched in tissue-specific gene ontology (GO) terms, especially for PIM and GAS. Group 2 or group 3 genes (no promoter H3K18la) are more distinctive for RNA- and ribosome-related terms (Additional file 1: Fig. S3A). Lastly, differentially marked promoters were analyzed in Cistrome [31] to discover whether they were enriched for different TF-binding sites. The biggest difference was observed between group 3 promoters versus group 1/2 promoters. The group 3 promoter coordinates were generally most similar to binding patterns of repressive TFs related to PRC2, such as JARID2, MTF2 SUZ12, RNF2, and EZH2, while group 1/2 promoter sets were most similar to H2AZ positioning, POLR2A and KMT2C binding (Additional file 1: Fig. S3B). Confirming their poised state, 45% or more of group 3 promoters were also marked by H3K27me3 peaks and this was not the case for group 1/2 promoter sets (Additional file 1: Fig. S3C).

In summary, we found that H3K18la is enriched in a subset of (primarily CGI) active gene promoters, and H3K18la promoter levels correlate positively with gene expression and the well-established active marks H3K4me3 and H3K27ac.

### H3K18la marks active enhancers

While H3K18la peaks were strongly enriched around TSS, we also observed a substantial fraction of H3K18la peaks distal from TSS (>2 kb) (Additional file 1: Fig. S1G), and/or not overlapping with promoter regions, but instead localized at intronic or intergenic regions (Additional file 1: Fig. S1F). The fraction of H3K18la peaks in intronic regions was highest in the differentiated cell types and lowest in mESC. Interestingly, enhancers with tissue-specific activity were recently reported to be enriched in intronic regions [32]. Moreover, our genome-wide correlation analyses uncovered that H3K18la resembles H3K27ac (typical marker for active promoters and active enhancers) more than H3K4me3 (typical marker for active promoters but not enhancers). To confirm that H3K18la marks active enhancers, we performed an unsupervised ChromHMM [30] analysis which allowed us to estimate genome-wide co-occurrence of H3K18la with H3K27ac with or without H3K4me3. ChromHMM [33] is based on a multivariate hidden Markov model and integrates multiple datasets to discover the major re-occurring combinatorial and spatial patterns in the genome. For all three investigated samples (mESC-ser, GAS, and PIM), we defined 7 ChromHMM states (see Materials and methods), 3 of which were marked by different combinations of active marks: H3K4me3+H3K27ac+H3K18la, H3K4me3+H3K27ac, and H3K27ac+H3K18la (Fig. 2A). H3K18la did not co-occur with H3K4me3 without H3K27ac and neither H3K18la nor H3K4me3 occurred without H3K27ac. The H3K4me3+H3K27ac+H3K18la and H3K4me3+H3K27ac states displayed similar enrichment over genomic elements. The H3K27ac+H3K18la state was enriched in introns and non-CGI-promoters and particularly depleted in CGI promoters. To investigate whether this state potentially represents enhancer regions, we calculated ChromHMM state enrichment over ENCODE’s database of cell type agnostic candidate cis-regulatory elements (cCRE) [34]. This database contains genomic coordinates of promoter-like sequences (PLS, defined as: <200 bp from TSS and marked by H3K4me3) and enhancer-like sequences (ELS), subdivided into proximal enhancer-like sequences (pELS, defined as: between 200 and 2000 bp from TSS and marked by H3K27ac; of note this definition can overlap with promoters) and distal enhancer-like sequences (dELS, defined as: >2000 bp from TSS and marked by H3K27ac). Confirming our hypothesis, the H3K27ac+H3K18la state was enriched in dELS. In fact, every dELS enriched ChromHMM state was always marked by H3K18la. Besides dELS, the H3K27ac+H3K18la state was also strongly enriched in CTCF-binding sites. When overlapping peaks with cCRE (see the “Materials and methods” section), we observed that both H3K18la and H3K27ac peaks were enriched at dELS (Fig. 2B), which was not true for H3K4me3, which was primarily enriched at PLS and pELS. Of note, the ENCODE cCRE database does not include repressed regions, and as such, the absolute enrichment of H3K27me3 peaks across cCRE was low. For the few H3K27me3 peaks that did overlap with cCRE, we found them at PLS, pELS, or non-promoter regions marked by Dnase/H3K4me3.

**Fig. 2:**
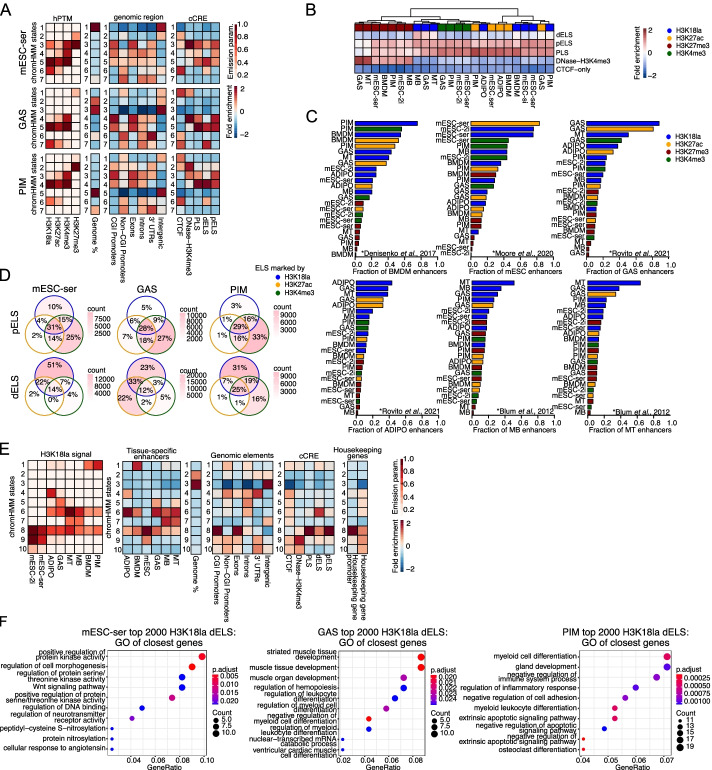
H3K18la marks active, tissue-specific enhancers. **A** Tissue- and cell-type-specific ChromHMM analysis of mESC-ser, GAS, and PIM based on their hPTM profiles. The color scale corresponds to the emission parameter of each hPTM for each state. Fold enrichment of ChromHMM states for total genomic fraction coverage, genomic features, and ENCODE cCREs, scaled from −2 to 2 (see the “Materials and methods” section for details). **B** Heatmap showing the fold enrichment of hPTM peaks in ENCODE cCREs ; Σ (bp overlap)/[Σ (bp PTM peak)*Σ (bp cCRE)], scaled from −2 to 2. **C** Bar plots depicting the fraction of published tissue-specific enhancers [34–37] that overlap with hPTM peaks. **D** Venn diagrams depicting the overlap of pELS/dELS marked by the active hPTMs in mESC-ser, GAS, and PIM samples. Overlaps are colored according to the absolute number of ELS marked by various combinations of active hPTMs. Percentages indicate the fraction of actively marked ELS belonging to each group. **E** ChromHMM analysis of all tissues/cell types based on their H3K18la profiles. The color scale shows the emission parameter of each tissue/cell type for each state. Fold enrichment of ChromHMM states over published tissue-specific enhancer sets [34–37], total genomic fraction coverage, genomic features, ENCODE cCREs, house-keeping gene promoters, and house-keeping genes [38], scaled from −2 to 2 (see the “Materials and methods” section for details). **F** Top 10 GO (category “Biological Process”) terms resulting from the GO enrichment analysis of the genes closest to the top 2000 dELS from ENCODE cCRE with highest H3K18la levels (see the “Materials and methods” section for how dELS were linked to genes)

Encouraged by these findings, we next compared our hPTM profiles with public ChIP-seq datasets [5, 34, 35, 39–41]. We included public datasets (matching our tissues) from hPTMs commonly used to identify enhancers, i.e., H3K4me1 and H3K27ac (active enhancers only [42]). We also included H3K4me3, H3K27me3, and H3K18ac for their potential similarity to H3K18la and association with enhancers [43]. Lastly, we included the only other available genome-wide H3K18la profiles from BMDM [5]. Reassuringly, our CUT&Tag datasets overlapped well with the public ChIP-seq datasets (Additional file 1: Fig. S4A). Public BMDM H3K18la and H3K18ac datasets showed high correlation with our H3K18la BMDM profiles (H3K18ac and H3K18la have also been shown to correlate globally by Zhang et al. [5]). Further, our mESC H3K18la peaks overlapped well with public H3K27ac, H3K4me1, and H3K4me3 peaks from mESC, and we made similar observations for the other tissues. This is consistent with our observation that H3K18la marks active promoters as well as active enhancers, which are both typically marked by H3K27ac. The stronger overlap with H3K27ac as compared to H3K4me1 suggests that H3K18la is marking active enhancers and not poised/inactive enhancers [42]. Remarkably, our MT H3K18la profiles overlapped best with public GAS H3K27ac profiles, followed by public MT and MB H3K18ac profiles, indicating a good overlap between the epigenomes of our primary in vitro differentiated MTs and those of mouse muscle. Together, the overlap between our H3K18la profiles and public tissue-specific ChIP-seq datasets supports the notion that H3K18la marks active (and not poised/inactive), tissue-specific enhancers.

To further validate these results, we obtained tissue-specific enhancer tracks from literature [34–37, 44] and calculated which fraction of these enhancers overlap with H3K18la peaks. Notably, for 5 out of the 7 investigated tissues (not for published MB and ADIPO enhancers), more than 60% of published tissue-specific enhancers were covered by our tissue-corresponding H3K18la peaks (Fig. 2C). Since the ADIPO enhancers were defined based on results from whole adipose tissue and not sorted adipocytes as were used in this study, there may be many enhancers that are not specific to adipocytes but rather to other adipose-tissue-resident cells. Moreover, for most published tissue-specific enhancers, none of our other peak sets outcompetes the matching tissue-specific H3K18la peaks. One of the two exceptions is our mESC-ser H3K27ac peak set, which covers slightly more E14 enhancers than our mESC-ser and mESC-2i H3K18la peak sets. The other is our MT’s H3K18la peak set that covers a larger fraction (~55%) of published MB-specific enhancers than our MB’s H3K18la peak set. The published dataset is based on the C2C12-cell line, while our data originates from primary myoblasts, which may explain the discrepancy. Notably, our PIM’s H3K18la peaks cover public BMDM enhancers better than our BMDM H3K18la/H3K27ac or PIM H3K27ac peaks. Since most studies use H3K27ac occupancy as a defining criterium for enhancer identification, we investigated which fraction of cell-type agnostic ELS was covered by a combination of H3K18la, H3K27ac, and/or H3K4me3 peaks (Fig. 2D). To our surprise, we found that a substantial fraction of putative dELS was marked only by H3K18la peaks but not by H3K27ac peaks (or H3K4me3), suggesting additional H3K18la-specific roles in dELS.

Next, we used all our H3K18la datasets to generate a ChromHMM model based on 10 chromatin states (Fig. 2E). As opposed to its classical use (multiple different hPTMs in 1 sample, as used above), we here employ the method in an alternative way (1 hPTM in multiple different samples) to discover H3K18la-marked genomic regions in a more tissue/cell type-specific and agnostic manner. Five out of these 10 chromatin states were tissue-type specific, indicating that the annotated genomic regions are defined by the H3K18la levels of the respective tissue, i.e., state 1: macrophage (BMDM+PIM); state 4: ADIPO; state 5: GAS; state 7: MB+MT; and state 9: mESC. Strikingly, the tissue-specific states were without exception found to be enriched for matching published tissue-specific enhancers (Fig. 2E) as well as for matching tissue-specific marks for active enhancers (Additional file 1: Fig. S4B). State 6 and state 8 annotate genomic regions defined by H3K18la levels across all differentiated sample types and all samples, respectively. State 6 (shared across all differentiated cell types) was strongly enriched in dELS, while state 8 (shared across all cell types) was strongly enriched in PLS, pELS, exons, and CGI promoters. CGIs are known to be enriched in promoters of house-keeping genes, and less in promoters of tissue-specific genes [45–47]. Indeed, state 8 was strongly enriched in housekeeping gene promoter regions (housekeeping genes as defined in [38]) (Fig. 2D), including those of *Gapdh*, *Actb*, *B2m*, *Ubc*, *Pgk1*, *Ppia*, *Ywhaz*, *Rpl13a*, and *Tfrc* (Additional files 4 and 5: Tables S2-3)*.* This ChromHMM analysis confirmed that H3K18la localization is highly tissue-specific, marking enhancers that are active in the investigated tissue. H3K18la also marks active CGI promoters that are broadly shared between different tissues and marked by active hPTMs in various tissue types. Concordant with these findings, many of these CGI promoters are associated to housekeeping/constitutively expressed genes.

We then set out to investigate whether enhancers marked by H3K18la peaks are related to higher expression of target genes. We linked each dELS to its nearest but not overlapping promoter of a protein-coding-gene and calculated the correlation between H3K18la dELS levels and the expression of its putative linked gene. Although weak, the correlation between dELS H3K18la peak levels and expression of their nearest gene was positive and significant for all samples (Additional file 1: Fig. S3C). The genes closest to the 2000 dELS with the highest H3K18la peaks were strongly enriched in several tissue-specific GO-categories (Fig. 2F, top 10 GO terms).

In conclusion, besides CGI promoters of highly expressed genes, including both constitutively expressed housekeeping genes and tissue-specific genes, H3K18la marks active enhancers in a tissue-specific manner. Moreover, genes that lie closest to enhancers marked by high levels of H3K18la are important for tissue-specific gene expression and enhancer H3K18la levels correlate weakly, though significantly, with the expression of their nearest genes.

### Dynamic changes of H3K18la reflect transcriptional adaptations

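RNA of mouse primary MB, the precursor cells of muscle fibers, and of MT, into which they differentiated over 3 days in differentiation medium, was sequenced in 2 biological replicates each. The libraries were made from total RNA with the Smart-seq2 protocol, in which full-length cDNA is amplified by PCR and tagmented. As for GAS, the deposited values are the authors' raw counts per gene. The files list 46078 genes, and 45143 of them were found in the annotation. The MT libraries held 10839516 and 7856301 counts and the MB libraries 8974146 and 7770793, so that 3 counts correspond to between 0.277 and 0.386 CPM. The Pearson correlation across genes was 0.928 between the MT replicates and 0.926 between the MB replicates, against 0.705 to 0.765 between MT and MB libraries. Myog, which is induced during myogenic differentiation, had 882 ± 202 CPM (SD, n = 2) in MT and 61.1 ± 33.9 CPM (SD, n = 2) in MB. Pax7, a gene of muscle stem cells and MB, had 1.35 ± 0.43 CPM (SD, n = 2) in MT and 22.9 ± 3.2 CPM (SD, n = 2) in MB.

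Genes with at least 1 count numbered 28599 in MT replicate 1 and 17965 in MT replicate 2, against 16174 and 17315 in the MB libraries. When every cultured library was drawn down to 5198247 counts, the total of the smallest, 26409 genes were still detected in MT replicate 1 and 17157 in MT replicate 2. In MT replicate 1, 8918 genes had counts that were absent from the other cultured libraries, and they made up 1.23% of its counts. The ribosomal RNA gene CT010467.1 took 9.20% of the counts of MB replicate 1 and 0.385% of those of MB replicate 2, and 0.131% and 0.575% in the MT replicates.

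Differential expression between MT and MB was tested with edgeR's quasi-likelihood test on the 12921 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. The thresholds were those of Fig. 3B, an adjusted p-value under 0.05 and an absolute log2FC over 0.5. The paper's text does not state the design of its fit, and no term for the replicate number was included. A fit with the replicate number as a block is given beside it. The biological coefficient of variation was 0.425 without the block and 0.449 with it. The block thus did not lower the variation, and smaller p-values with it are not stronger evidence. The deviations of MT and MB libraries with the same replicate number correlated negatively across genes (Pearson r = -0.126), and a fit with crossed replicate numbers was therefore added after this value was seen.

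**Figure D1:**
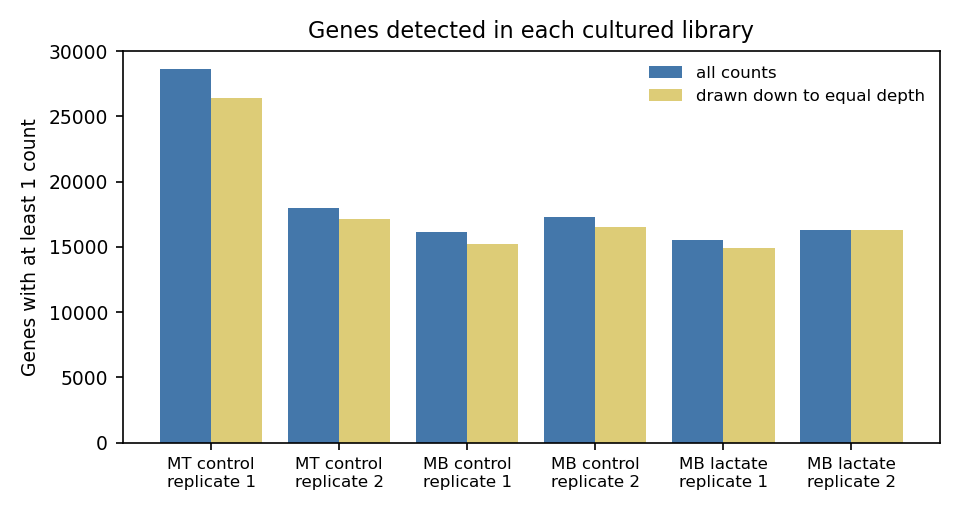
Genes with at least 1 count (y axis) in each of the 6 cultured libraries (x axis), with all counts (blue bars) and after drawing each library down to 5198247 counts (yellow bars). MT replicate 1 stands above the other libraries by both measures, with 28599 and 26409 genes.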

We next focused on putative functionally relevant changes in H3K18la between closely related cell types and compared MT versus MB and mESC-ser versus mESC-2i. For each pair, we computed a union peak set (see the “Materials and methods” section) and quantified the regions. Peaks overlapping with (core) promoters were more stable than peaks in other genomic regions (Fig. 3A, Additional file 1: Fig. S5A), confirming our prior results (ChromHMM state 8 enriched in promoters; Fig. 2E). Nonetheless, we also observed many promoters gaining or loosing H3K18la in both cell state transitions. 

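In MT, 1425 genes were expressed at a higher and 887 at a lower level than in MB. When the replicate block was included, 1447 genes were higher and 824 lower, and 2077 genes passed in both fits. With crossed replicate numbers, 1192 genes were higher and 867 lower. Alternatives moved these numbers in both directions. A filter that required at least 10 counts in every library compared gave 766 higher and 678 lower among 10648 genes and shifted the median log2FC by 0.11. The DESeq2 Wald test gave 1729 higher and 1292 lower, and edgeR's likelihood ratio test, chosen after the data were seen, 1908 higher and 1343 lower. Besides Myhas, 7 genes could be read among the labels of Fig. 3B for a rise of both promoter H3K18la and RNA, and all 7 were higher in MT, with log2FC between 3.52 and 13.34. Of these, 6 passed the thresholds. The exception, Lingo1, had a log2FC of 3.52 (SE 1.26, adjusted p = 0.0786 from edgeR's quasi-likelihood test), and its adjusted p was 0.0223 with the replicate block. Scn7a, at 141 ± 76 CPM (SD, n = 2) in MT and without a count in MB, was at least 386-fold higher in MT. Its log2FC of 13.34 depends on edgeR's prior count and was 9.34 with a prior count of 2. The 5 genes labelled in the same figure for a fall of both were lower in MT, with log2FC between -8.09 and -2.22, and all 5 passed with and without the replicate block. Among these, Dynap fell by 7.25 on the log2 scale (SE 0.71), from 81.4 ± 47.6 CPM (SD, n = 2) in MB to 0.489 ± 0.151 CPM (SD, n = 2) in MT. Prl2c2 and Selp, with at most 1 count in each MT library, were at least 57.8-fold and at least 48.7-fold lower in MT. Over the labels of Fig. 3B and Fig. 3E together, 33 genes were tested, of which 33 passed when adjusted over the labels alone and 28 when adjusted over all genes. The labels are the paper's own calls on these data, so that the former number shows no stability.

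Myhas had 48 and 9 counts in the MT libraries and none in the MB libraries. Its level was 2.36 ± 1.72 CPM (SD, n = 2) in MT, at least 6.47-fold higher than the limit of detection in MB. Its counts fell below the filter on low counts, and in the fit without a filter on low counts its adjusted p was 0.301.

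The fold changes of promoter H3K18la were not used here. The promoter peaks called in MB and MT were taken from Table S4 for the 1989 genes of its first rows, which are sorted by Ensembl identifier. The median log2FC of MT over MB was 0.043 for 675 genes with a peak in MT only and -0.83 for 38 genes with a peak in MB only. It was -0.095 for 314 genes with a peak in both and -0.18 for 941 genes with no peak. Genes with a peak in MT only lay higher than genes with a peak in MB only (median difference 0.87, p = 0.00015, adjusted p = 0.00045 over 6 pairs of classes, two-sided permutation test of the rank sum with 100000 resamples over genes). They also lay higher than genes with no peak (median difference 0.22, p = 4e-05, adjusted p = 0.00024, same permutation test). They did not differ from genes with a peak in both past the threshold (median difference of both minus MT only -0.14, adjusted p = 0.0739), and nor did genes with a peak in both and genes with no peak (0.085, adjusted p = 0.163, same permutation test). Genes with a peak in MB only lay lower than genes with no peak (median difference -0.65, adjusted p = 0.0075, same permutation test) and genes with a peak in both (adjusted p = 0.0049, same permutation test). The median of genes with a peak in MT only exceeded that of genes with a peak in MB only by 0.80 and that of genes with no peak by 0.23 with the replicate block.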

Overall, these changes correlated positively with up- or downregulation, respectively, of their associated genes (*R* = 0.63 for MT/MB and *R* = 0.51 ser/2i) (Fig. 3B, Additional file 1: Fig. S5B), e.g., *Neurog3* in mESCs or *Myhas* in MT/MB (Additional file 1: Fig. S5C, Additional file 1: Fig. S1E). In addition, we observed that for a minority of genes, promoter lactylation changes, and gene expression changes did not positively correlate. 

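Among the genes labelled in Fig. 3B are 7 of this kind. Pop1, Hjurp and Traf7 are labelled for a fall of RNA and a rise of promoter H3K18la, and all were lower in MT. Pop1 decreased by 2.86 on the log2 scale (SE 0.54, adjusted p = 0.0056 from edgeR's quasi-likelihood test), from 45.7 ± 3.5 CPM (SD, n = 2) in MB to 6.43 ± 2.78 CPM (SD, n = 2) in MT. The differences of Hjurp (log2FC -1.15, adjusted p = 0.0877) and Traf7 (log2FC -1.26, adjusted p = 0.0794) did not pass in the same edgeR test. In edgeR's fit with the replicate block, the adjusted p was 0.00032 for Pop1, 0.203 for Hjurp and 0.167 for Traf7. In simulated data with 200 genes changed by 1 on the log2 scale, 0% passed after adjustment without the replicate block. With the block it was at most 0.5%. In the data 2312 genes passed, so that the adjusted threshold was less strict there than with 200 changed genes. At an unadjusted p under 0.01 and an absolute log2FC over 0.5, between 2.5% and 18% of the simulated changes were recovered. That Hjurp and Traf7 did not pass thus says little about changes of this size.

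Besides Myh1, Fig. 3B labels Myo5c, Il7r and Cd163l1, the latter by its synonym Scart1, for a rise of RNA and a fall of promoter H3K18la. Among the MT and MB libraries, their counts came from a single one. In MT replicate 1, Myo5c had 207 counts, Cd163l1 151 and Il7r 86. In MT replicate 2 and in both MB libraries, none of these genes had a count. They did not pass the filter on low counts and were not tested. In GAS, Myo5c had 37.7 ± 2.2 CPM (SD, n = 3), Cd163l1 0.152 ± 0.152 CPM (SD, n = 3) and Il7r 0.339 ± 0.411 CPM (SD, n = 3). Per kb of exon, their counts in MT replicate 1 were 21.3 for Myo5c, 39.2 for Cd163l1 and 18.4 for Il7r. The protein-coding genes counted in MT replicate 1 alone among the cultured libraries had a median of 3.23 counts per kb.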

One notable example is *Myh1* (Fig. 3B, C). 

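Myh1 (ENSMUSG00000056328) lies on chromosome 11 of mm10 from 67200052 to 67224575 on the plus strand. It had 561 ± 269 CPM (SD, n = 2) in MT and 1.40 ± 0.27 CPM (SD, n = 2) in MB. Its log2FC was 8.60 (SE 0.70, adjusted p = 9.0e-05 from edgeR's quasi-likelihood test). With the replicate block, the log2FC was 8.55 and the adjusted p 2.9e-17 in edgeR, and with crossed replicate numbers 8.57 and 0.0019. The SE was larger with the replicate block (0.94), so that its smaller p does not come from a closer estimate. The log2FC was 9.27 without replicate 1 and 7.85 without replicate 2. In GAS, Myh1 had 2482 ± 1327 CPM (SD, n = 3), which was not tested against MT because the libraries were made with another protocol. The annotated Myhas gene overlaps 13320 bp of Myh1 on the opposite strand, measured from gene start to gene end. Its exons are 2027 bp long in all, and their overlap with exons of Myh1 was not determined. The counting is not stated to use strand, so that the division of reads between both genes is uncertain.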

Interestingly, *Myh1* expression is regulated by the fast myosin heavy chain super-enhancer (fMyh SE; Additional file 1: Fig. S1D), which is also strongly H3K18la marked. *Myhas*, also known as *Linc-Myh*, is adjacent to the fMyh SE and suppresses slow-type Myh gene expression while stimulating fast-type Myh gene expression (*Myh1*, *Myh2*, *Myh4*) through enhancer-promoter looping [48, 49]. It is therefore plausible that *Myh1* gene expression is regulated in MT through *Myhas* and activation and hyperlactylation of its enhancer.

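In the annotation of mm10, Myhas (ENSMUSG00000085348) is an antisense gene on the minus strand of chromosome 11 from 67211256 to 67237573. It runs from a start next to Myh4 into Myh1. Myh4 extends from 67238029 to 67260446. Myh2 lies on the other side of Myh1, from 67171027 to 67197517. The RefSeq gene table of the same assembly gives linc-Myh as a synonym of 2310065F04Rik and not of Myhas. The gene 2310065F04Rik (ENSMUSG00000087410), a lincRNA that was named here after its values were seen, extends on the minus strand from 67112461 to 67120080, between Myh3 and Myh2. It had 14 and 12 counts in the MT libraries and none in MB. This corresponds to 1.28 ± 0.34 CPM (SD, n = 2) in MT, at least 3.52-fold higher than the limit of detection in MB (log2FC 6.59, SE 1.67, adjusted p = 0.0245 from edgeR's quasi-likelihood test and 0.0325 with the replicate block). With the DESeq2 Wald test its adjusted p was 0.0614.

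Of the fast-type genes other than Myh1, Myh2 had 13.3 ± 0.1 CPM (SD, n = 2) and Myh4 134 ± 10 CPM (SD, n = 2) in MT, and neither had a count in MB. They were at least 36.5-fold and at least 369-fold higher in MT (adjusted p = 0.0011 and 8.7e-05 from edgeR's quasi-likelihood test, 7.9e-09 and 9.3e-24 with the replicate block). The SE of their log2FC was larger with the block (1.56 and 1.22) than without it (1.30 and 0.93). The slow-type gene Myh7 was also higher in MT, with 189 ± 118 CPM (SD, n = 2) against 0.855 ± 0.698 CPM (SD, n = 2) in MB. Its log2FC was 7.72 (SE 0.79, adjusted p = 0.0002 from edgeR's quasi-likelihood test), and 7.65 with the replicate block. The developmental genes Myh3 and Myh8 had log2FC of 7.96 and 8.83, and Myh3 had the highest level of these genes in MT, 2704 ± 1780 CPM (SD, n = 2).

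In GAS, Myhas had 101 ± 6 CPM (SD, n = 3) and 2310065F04Rik 140 ± 8 CPM (SD, n = 3). In the same libraries Myh2 had 1207 ± 523 CPM (SD, n = 3), Myh7 313 ± 81 CPM (SD, n = 3) and Myh3 2.21 ± 0.90 CPM (SD, n = 3). The paper reasons from the effect of this noncoding RNA on fast-type and slow-type genes, reported in the studies it cites, and from the H3K18la of the neighboring super-enhancer.

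**Figure D2:**
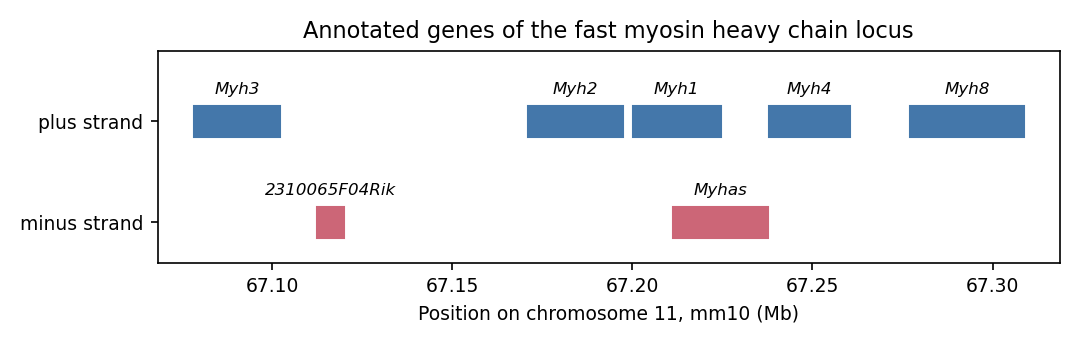
Genes annotated on chromosome 11 of mm10 around Myh1, with the position in Mb (x axis) and the strand (rows), drawn to scale from gene start to gene end. Myhas, on the minus strand, overlaps 13320 bp of Myh1, and 2310065F04Rik lies between Myh3 and Myh2.

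**Figure D3:**
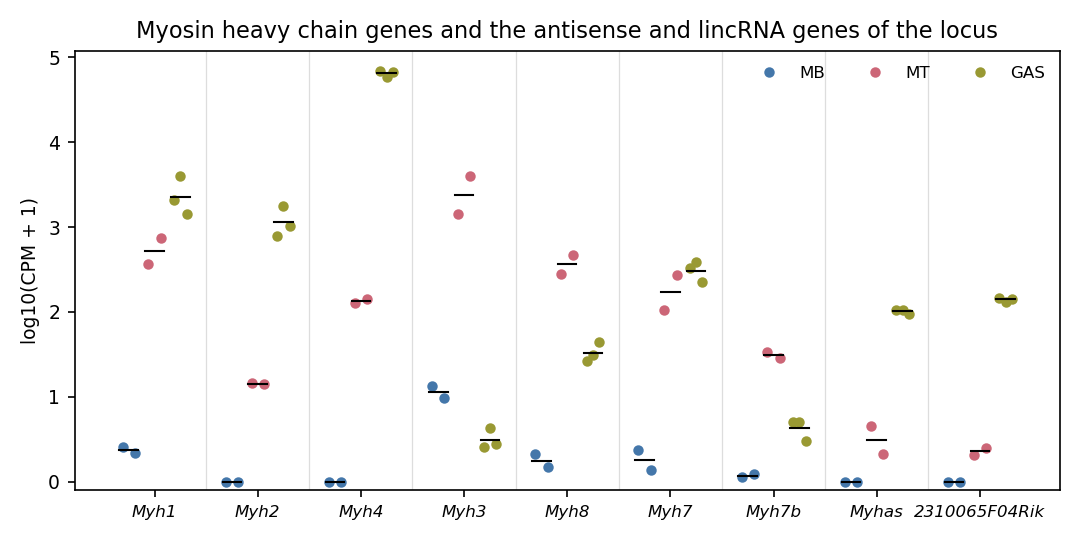
Expression as log10(CPM + 1) (y axis) of the myosin heavy chain genes, Myhas and 2310065F04Rik (x axis) in each library of MB, MT and GAS (points), with the mean of each group (lines). GAS libraries were made with another protocol than MB and MT libraries, and Myhas and 2310065F04Rik have their highest values in GAS.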

**Fig. 3:**
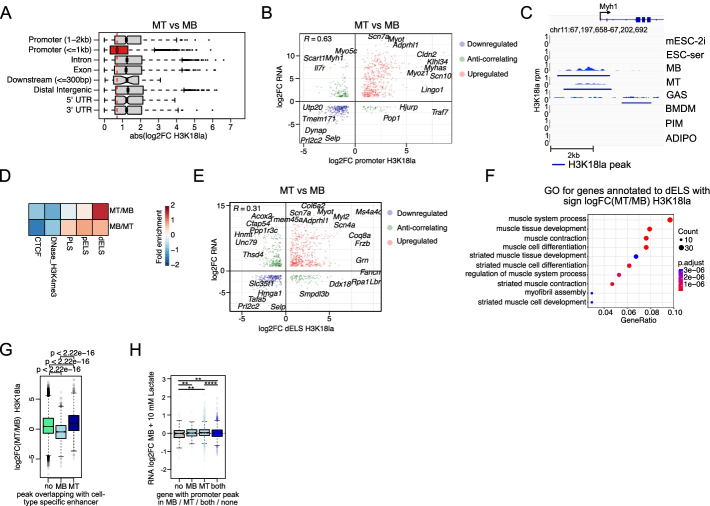
Dynamic changes of H3K18la reflect transcriptional adaptations. **A** Box plots showing H3K18la log_2_FC changes from MT versus MB over different genomic features. **B** Scatterplot showing the correlation between significant (FDR < 0.05) H3K18la log_2_FC (>0.5) in promoters and their corresponding gene expression log_2_FC (>0.5) based on the overlapping genes from MT versus MB differential analysis. Pearson correlation coefficient *R* is indicated. **C** IGV genome browser [50] snapshot of H3K18la profile at the *Myh1* promoter region from various mouse samples and the corresponding SEACR-called peak regions. H3K18la level is depicted (rpm). Genomic regions are indicated on the top, as well as RefSeq gene names. **D** Fold enrichment of significant differentially H3K18la-marked peaks (FDR < 0.05, |log_2_FC| > 1.5) in ENCODE cCREs. **E** Scatterplot showing the correlation between significant (FDR < 0.05) H3K18la log_2_FC (>0.5) in dELS and their closest gene expression log_2_FC (>0.5) based on the overlapping genes from MT versus MB differential analysis. Pearson correlation coefficient *R* is indicated. **F** Top 10 GO terms (category “Biological Process”) based on the GO analysis of the overlapping upregulated genes in MT from **E** (first quadrant red dots). **G** Box plots showing H3K18la log_2_FC of peaks overlapping with MB- or MT-specific enhancers and of peaks not overlapping with these enhancers. Wilcoxon test *p*-values are indicated for each pair of groups. **H** Gene expression changes (log_2_FC) after treatment of MB with 10 mM sodium-L-lactate of genes containing a H3K18la peak in MB, in MT, in both or in none of both. Wilcoxon test *p*-values are indicated for each pair of groups. *p value < 0.05, **p value < 0.01, ***p value < 0.001, ****p value < 0.0001

In line with our prior observations, enhancer (dELS) lactylation is much more dynamic than H3K18la changes in any other genomic region (Fig. 3D, Additional file 1: Fig. S5D), and H3K18la changes in dELS do also positively correlate with changes in gene expression of the closest genes (Fig. 3E, Additional file 1: Fig. S5E). 

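Fig. 3E labels genes close to a dELS. Of the genes labelled for a rise of both dELS H3K18la and RNA, 7 could be read that are not also labelled in Fig. 3B, and all 7 were higher in MT, with log2FC between 1.54 and 14.13, and 6 passed the thresholds with and without the replicate block. Col6a2, at 236 ± 69 CPM (SD, n = 2) in MT and without a count in MB, was at least 647-fold higher in MT. Its log2FC of 14.13 was 10.13 with edgeR's prior count set to 2. Grn did not pass (log2FC 1.54, SE 0.51, adjusted p = 0.0594 from edgeR's quasi-likelihood test and 0.0653 with the replicate block). Apart from genes also labelled in Fig. 3B, 3 genes are labelled for a fall of both. These, among them Tafa5, listed as Fam19a5 in the annotation, were lower in MT with log2FC between -7.14 and -3.77. The 4 genes that could be read among those labelled for a fall of RNA and a rise of dELS H3K18la were lower in MT, with log2FC between -3.99 and -1.52. They passed without the replicate block, and 3 of them with it, the exception being Rpa1 (adjusted p = 0.038 and 0.0788 from edgeR's quasi-likelihood test).

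Among 5 genes labelled for a rise of RNA and a fall of dELS H3K18la, Acox2 and Ppp1r3c passed, and neither had a count in MB. They were at least 43.8-fold and at least 10.9-fold higher in MT. Thsd4 had a log2FC of 2.79 (SE 1.20, adjusted p = 0.136 from edgeR's quasi-likelihood test), and passed with the replicate block (adjusted p = 0.0183). Hnmt and Unc79 had 64 and 102 counts in MT replicate 1 and none in MT replicate 2, and were not tested.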

GO analyses of the genes in closest proximity to dELS with significant H3K18la changes in MT versus MB (Fig. 3F) or mESC-ser versus mESC-2i (Additional file 1: Fig. S5F) identified GO terms related to the respective cell types. A further detailed analysis of MB- and MT-specific enhancers [36] revealed that H3K18la occupancy changed accordingly in each dataset (Fig. 3G) and supports our hypothesis that quantitative lactylation changes at promoters and enhancers recapitulate and possibly even promote cell state transitions.

Lactate has been suggested to stimulate myogenic differentiation, including the transition from MB to MT [51–53], and indeed, many promoters and enhancers gain H3K18la during the MB to MT transition (Fig. 3B, E). 

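MB were treated with 10 mM sodium-L-lactate, and RNA of 2 biological replicates was sequenced with the same protocol as the control MB. The libraries of lactate-treated MB held 7415628 and 5198247 raw counts, fewer than those of control MB, and 3 counts correspond to 0.405 and 0.577 CPM. The comparison used edgeR's quasi-likelihood test as for MT and MB, on the 11804 genes that passed the filter on low counts in the libraries of lactate-treated and control MB.

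In this comparison the replicate numbers pair the libraries. The deviations of control and lactate-treated libraries with the same replicate number correlated across genes (Pearson r = 0.704). Replicate 1 of lactate-treated MB had 13.8% of its counts on the ribosomal RNA gene CT010467.1, and replicate 2 had 0.447%. The mean GC content of transcripts, weighted by their counts, was 52.6% and 52.7% in the libraries of replicate 1, control and lactate-treated, and 49.5% and 49.7% in those of replicate 2. The biological coefficient of variation was 0.455 without the replicate block and 0.225 with it. On simulated data with replicate differences like the measured ones, 59.5% of genes changed by 1 on the log2 scale passed the nominal threshold with the replicate block and 16% the adjusted one, against 1% and 0% without it. Of the unchanged genes in this simulation, 109 passed the nominal threshold with the replicate block. In the data fewer genes had small p-values, so that these shares do not carry over to the data.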

We asked if lactate treatment of MB would be sufficient to upregulate the subset of genes that show high promoter lactylation in MT. 

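At an adjusted p-value under 0.05, 0 genes differed between lactate-treated and control MB, both without and with the replicate block. An unadjusted p-value under 0.05 was reached by 5 genes without the replicate block and by 166 genes with it, where 590 of the 11804 genes tested would be reached by a uniform distribution of p-values. The smallest adjusted p was 1.0 without and 0.9999 with the replicate block from edgeR's quasi-likelihood test. The log2FC of lactate over control in replicate 1 and in replicate 2, which share no library, correlated weakly and negatively across genes (Pearson r = -0.135, Spearman rho = -0.165), and 43.0% of genes changed in the same direction in both. Across the 7212 genes with a mean log2CPM over 4, r was -0.241. Their SD across genes was 0.64 and 0.38. Ldha, which encodes a subunit of lactate dehydrogenase, had 2715 ± 859 CPM (SD, n = 2) in lactate-treated and 2700 ± 743 CPM (SD, n = 2) in control MB. The lactate transporter gene Slc16a1 had a log2FC of -0.34 (SE 0.55), and -0.43 (SE 0.26) with the replicate block.

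**Figure D4:**
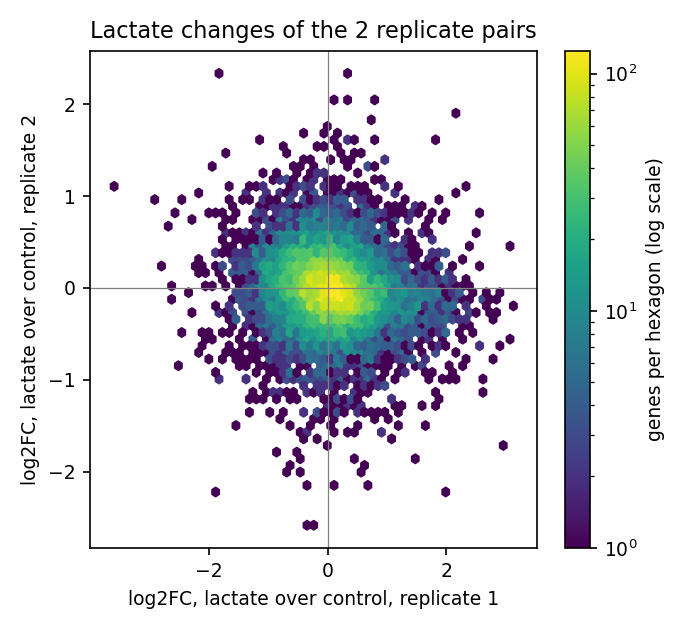
log2FC of lactate-treated over control MB in replicate 1 (x axis) and replicate 2 (y axis) for 11804 genes, as the number of genes per hexagon (color, log scale). The points form a cloud around 0 without a positive trend (Pearson r = -0.135).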

Globally, the effect of lactate treatment on gene expression was minimal (Additional file 6: Table S4). 

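With a nominal p-value under 0.01 and an absolute log2FC over 0.5, 0 genes were called higher and 0 lower in lactate-treated MB without the replicate block. At a nominal p-value under 0.05, 2 genes were higher and 3 lower. With the replicate block, 7 genes were higher and 6 lower at a nominal p-value under 0.01, where a uniform distribution of p-values gives 118 genes under 0.01. The alternative that moved these numbers most, chosen after the data were seen, removed the trend of each library on GC content and length in the fit with the replicate block and gave 58 higher and 69 lower genes. The higher genes with the replicate block were Pik3c2a, Prkg1, Dancr, Larp4, Fam208b, Rabgap1l and Gm25636, and the lower genes were P4ha3, Hmgn2-ps1, Tlnrd1, Fzd1, Gas1 and Col12a1. P4ha3 had the smallest p-value, with a log2FC of -1.60 (SE 0.39, adjusted p = 0.9999 from edgeR's quasi-likelihood test). It had 3.36 ± 0.53 CPM (SD, n = 2) in lactate-treated and 9.96 ± 1.09 CPM (SD, n = 2) in control MB, and decreased by 1.55 in replicate 1 and by 1.46 in replicate 2 on the log2 scale.

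Among the rows of Table S4 used here, the paper calls 7 genes upregulated and 3 downregulated. All 10 changed in the paper's direction in both replicates, and they were chosen by the paper on these data. Without the replicate block 0 of them passed, whether adjusted over the 10 genes or over all genes. With it, 6 passed when adjusted over the 10 genes and 0 over all genes. Actn3 had a log2FC of 1.02 (SE 0.68), and of 0.90 (SE 0.31) with the replicate block. Plekho1 had a log2FC of 1.02 (SE 0.51), and of 1.03 (SE 0.33) with the replicate block.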

Using less stringent criteria, we found a small group of differentially expressed genes (nom *P* < 0.01 abs(log2FC) > 0.5; upregulated *n* = 40; downregulated *n* = 19). 

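None of the genes called higher in lactate-treated MB, 0 without and 7 with the replicate block, was among the 1921 tested genes with a promoter peak class from Table S4, so that no overlap with MT-specific peaks could be counted. At a nominal p-value under 0.05 with the replicate block, 74 genes were higher. Of these, 14 had a class, and 7 of the 14 had a promoter peak in MT only, against 34.3% of all genes with a class (p = 0.26, two-sided Fisher's exact test). Of the 7 upregulated genes that the paper lists in the rows used here, 5 had a promoter peak in MT only. The GO enrichment was not repeated here.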

The upregulated genes were related to “lactate metabolic process” and “positive regulation of striated muscle contraction” (GO enrichment analysis; FDR = 0.04 for both) and almost half (*n* = 18) of these genes had a MT-specific H3K18la promoter peak. Notably, the latter were enriched in several myogenesis-related GO terms (e.g., “skeletal muscle tissue development,” FDR = 0.014; “striated muscle cell differentiation,” FDR = 0.022). 

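For the genes of Table S4 with a promoter peak class, the median log2FC of lactate-treated over control MB was 0.0065 for 659 genes with a peak in MT only and 0.022 for 912 genes with no peak. It was -0.083 for 38 genes with a peak in MB only and -0.045 for 312 genes with a peak in both. Genes with a peak in MT only lay lower than genes with no peak (median difference -0.015, p = 0.0462, adjusted p = 0.0924 over 6 pairs of classes, two-sided permutation test of the rank sum with 100000 resamples over genes). They lay higher than genes with a peak in both (median difference 0.052, p = 0.0162, adjusted p = 0.0487, same permutation test). Another draw of the permutations gave p = 0.0171, so that this adjusted p lies at the threshold. In the fit with the replicate block the difference was 0.079 (unadjusted p = 0.00308, same permutation test). This difference was -0.040 without replicate 1 and 0.14 without replicate 2. Genes with no peak lay higher than genes with a peak in both (median difference of both minus no peak -0.067, p = 0.0001, adjusted p = 0.0006, same permutation test). Without replicate 1 this order was reversed, since MT only minus no peak was then 0.0033 and MT only minus both -0.040. The other pairs of classes did not pass, with adjusted p between 0.197 and 1.0 from the same permutation test. Genes are not independent replicates. With the replicate block, the median was 0.0067 for a peak in MT only, 0.022 for no peak and -0.072 for a peak in both. When replicate 1 was left out, the difference between genes with a peak in MT only and genes with no peak was 0.0033, and without replicate 2 it was -0.056. With the paper's own log2FC from Table S4 for these classes it was -0.026.

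**Figure D5:**
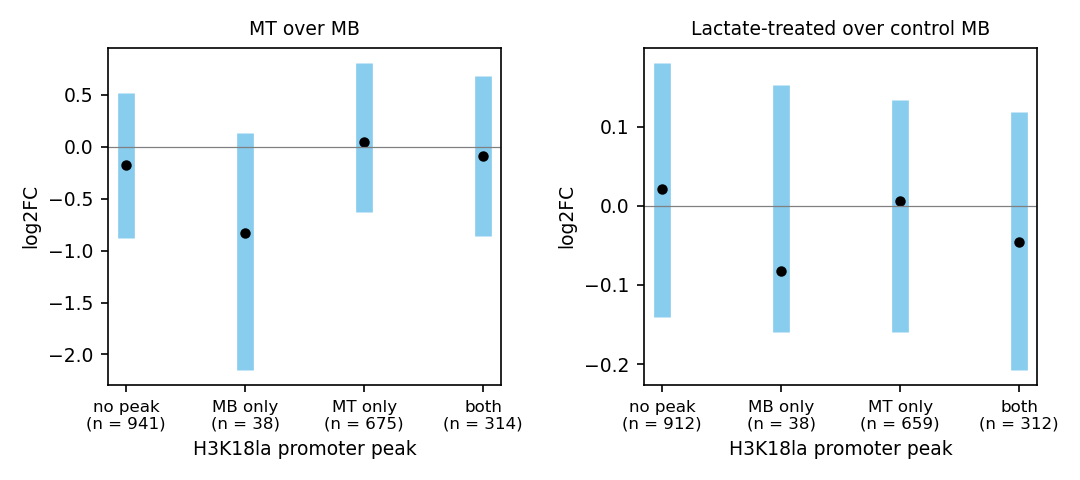
Median log2FC (points) and interquartile range over genes (bars) for MT over MB (left) and lactate-treated over control MB (right), by the H3K18la promoter peak class of the gene (x axis), without the replicate block. For lactate, the median of genes with a peak in MT only is 0.0065 and that of genes with no peak 0.022.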

A parallel analysis showed that genes with an H3K18la promoter peak in MT were on average slightly upregulated in MB treated with 10 mM lactate (Fig. 3H), agreeing with the hypothesis that lactate could stimulate myogenic differentiation through increased promoter histone lactylation. Together, our data suggests that lactate may be a cell-state-transition stimulating metabolite through hyperlactylation of gene promoters and enhancers that are specific to the end-state. This hypothesis and data are in line with the results presented for promoter hyperlactylation in macrophage polarization by Zhang et al. and with the results by Yu et al. showing promoter lactylation stimulates oncogenesis in ocular melanoma [5, 17].

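The changes of expression on lactate treatment were compared with those from MB to MT across 13105 genes, without sharing a library between both. The log2FC of lactate in replicate 1 and that of MT over MB in replicate 2 had a Pearson correlation of -0.10 (Spearman rho = -0.092). For the reverse combination it was 0.020 (Spearman rho = 0.0030). With the log2CPM prior count 0.5 in place of 2, the latter was -0.0046. These are correlations across genes, which are not independent replicates. The lactate changes of both replicates did not correlate positively with each other (Pearson r = -0.135). The values above thus cannot rule out a shift of MB toward MT. The paper reasons from the gain of H3K18la at promoters and enhancers from MB to MT, from the promoter peaks of the nominally upregulated genes and from the classes of Fig. 3H.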

### H3K18la is conserved and marks active promoters and enhancers in human muscle

To confirm whether our findings are also conserved in human, we profiled the epigenome of the vastus lateralis muscle from two human subjects, assessing H3K18la, H3K27ac, H3K4me3, H3K27me3, and H3K9me3 (well-established mark for repressed, heterochromatic regions [54–56]). Multi-dimensional scaling analysis of quantified genome-wide 3000 bp tiles from all human muscle samples separated active from repressive marks, clustering specific types of marks closer together (Additional file 1: Fig. S6A). Compared to the mouse data, H3K27ac clustered between H3K18la and H3K4me3 on the first dimension (Additional file 1: Fig. S6A). We next called hPTM peaks as described above. In accordance with the MDS analysis, correlating all quantified peaks with each other showed that the H3K18la profiles correlated best with H3K27ac and H3K4me3 (Fig. 4A). The distribution of H3K18la peaks over different genomic features closely resembled the results from the mouse muscle samples (Figs. 1D and 4B), with H3K18la enriched at promoter regions, intronic regions, and intergenic regions (Fig. 4B and Additional file 1: Fig. S6B) and a substantial fraction of these peaks localized > 10 kb from the TSS (Additional file 1: Fig. S6C). H3K18la peaks were strongly enriched at CGI promoters and less in non-CGI-promoters (Fig. 4C). Most promoters marked by H3K18la were also marked by H3K27ac and H3K4me3 (Fig. 4D). H3K18la peak levels at gene promoter regions did correlate strongly to H3K27ac as well as to H3K4me3 peak levels (Fig. 4E). Genes with H3K4me3 marked promoters were higher expressed if they were also marked by H3K18la and/or H3K27ac (Fig. 4F). Overall, we found that the levels of H3K18la at promoters correlated rather weakly (though positively) to a public gene expression dataset from the same muscle [57], especially when compared to H3K4me3 or H3K27ac (Additional file 1: Fig. S6D). Nevertheless, GO analysis of the top 2000 genes with the highest promoter H3K18la levels (Additional file 1: Fig. S6E) showed that H3K18la marks promoters of genes important to muscle biology, whereas genes with active histone marks in their promoters (H3K27ac and/or H3K4me3) without H3K18la were not enriched for muscle biology terms (Additional file 1: Fig. S6F). H3K18la promoter levels of CGI promoters correlated stronger to the expression of their associated genes than when considering all promoters (Additional file 1: Fig. S6G). Likewise, the correlation between H3K18la levels and H3K27ac and H3K4me3 levels was higher for CGI promoters than for all promoters (Additional file 1: Fig. S6H).

**Fig. 4:**
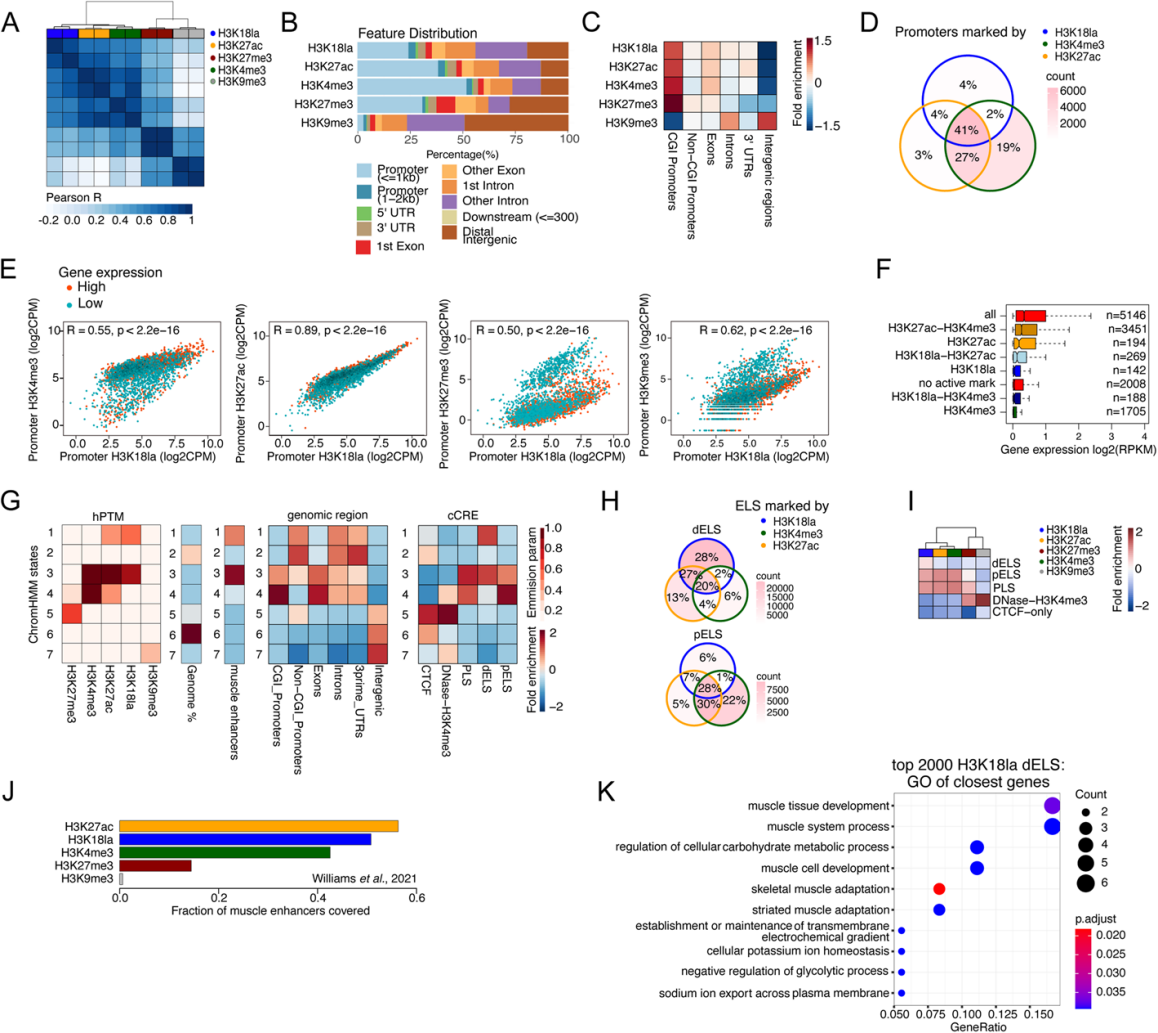
H3K18la in human muscle marks active promoters and enhancers. **A** Correlation heatmap of hPTM levels in genome-wide quantified peaks from human muscle. Pearson’s correlation coefficient *R* is displayed as color gradient. **B** Distribution of all hPTMs across genomic features. **C** Peak fold enrichment adjusted for genome-wide feature size. **D** Venn diagram depicting the promoter overlaps marked by the active hPTMs. Overlaps are colored according to the absolute number of promoters marked by various combinations of active hPTMs. Percentages indicate the fraction of actively marked promoters belonging to each group. **E** Scatterplots showing pairwise correlation of promoter H3K18la levels with other hPTM levels (log_2_CPM) highlighting the promoters of genes with highest (red, *n* = 2000) or lowest (cyan, *n* = 2000) normalized gene expression (RPKM). Pearson’s correlation coefficient *R* and *p*-values are indicated. **F** Normalized gene expression (log_2_RPKM) per gene category is depicted as boxplots. Gene categories are defined by the combination of active hPTMs as in **D**. **G** ChromHMM analysis based on 5 hPTMs profiled in human muscle. The color scale shows the emission parameter of each mark for each state. Fold enrichment of ChromHMM states for total genomic fraction coverage, published skeletal muscle enhancers [57], different genomic features, and ENCODE cCREs, scaled from −2 to 2. **H** Venn diagrams depicting the overlap of dELS and pELS as marked by the different combination of the active hPTMs. Overlaps are colored according to the absolute number of ELS marked by various combinations of active hPTMs. Percentages indicate the fraction of actively marked ELS belonging to each group. **I** Heatmap showing the fold enrichment of hPTM peaks in cCREs (ENCODE); Σ (bp overlap)/[Σ (bp PTM peak)*Σ (bp cCRE)], scaled from −2 to 2. **J** Bar plots depicting the fraction of published human muscle enhancers [57] overlapping with the human hPTM peaks. **K** Top 10 GO terms (category “Biological Process”) resulting from a GO analysis of the corresponding closest genes to the 2000 dELS with highest H3K18la peaks (see the “Materials and methods” section for details on how enhancer and gene were linked)

We next used our set of human muscle hPTM profiles to perform an unbiased ChromHMM analysis of human muscle chromatin patterns. The results recapitulated the mouse ChromHMM analyses. We found that a model with 7 distinct chromatin states (Fig. 4G) best captured the human muscle hPTM landscape (see Materials and methods). State 1 and state 3 annotate genomic regions with high H3K18la in human muscle (Additional file 1: Fig. S8A-B). Both states are highly enriched for published human muscle enhancers (Fig. 4G). State 1 is also marked by H3K27ac but not by H3K4me3, encompasses mainly non-CGI-promoters, intronic regions, and 3-UTRs (Fig. 4G and Additional file 1: Fig. S8B) and it is only enriched for dELS and not for other cCREs. State 3 on the other hand is marked by all active marks, is enriched in CGI-promoters and exons (Fig. 4G and Additional file 1: Fig. S8A), and overlaps with PLS, pELS, and dELS. The other states are not marked by H3K18la, but represent active promoter regions (state 4, high in H3K27ac and H3K4me3; Additional file 1: Fig. S6C), repressed promoters (state 5, high H3K27me3), heterochromatin (state 7, high H3K9me3), or genic (state 2) and intergenic regions (state 6) devoid of any hPTMs profiled here. Like for the mouse samples, we note that H3K18la always co-localizes with H3K27ac, but that not all H3K27ac enriched regions are H3K18la enriched (e.g., state 4). Additionally, only ChromHMM states enriched in H3K18la overlap with published muscle enhancer annotations (states 1 and 3). Like for the mouse samples, we overlapped active hPTM peaks with putative enhancers (ENCODE’s cell-agnostic pELS and dELS). pELS were covered either by H3K4me3+H3K27ac+H3K18la, by H3K4me3+H3K27ac, or by H3K4me3 alone (Fig. 4H), in accordance with the mouse and promoter data. Many dELS were marked only by H3K18la, further endorsing the corresponding mouse data which suggested H3K18la to have a unique role in enhancers. Similarly, we found that human muscle H3K18la peaks were enriched more at cell type agnostic dELS than H3K27ac (see the “Materials and methods” section) (Fig. 4I). H3K18la overlapped with 51% of a published set of human muscle enhancers [57] (Fig. 4J). Notably, also H3K4me3 showed a strong overlap with the muscle enhancers (43%), which might be a consequence of how these enhancers were defined: presence of H3K27ac and H3K4me1, without any exclusion with regard to overlap with/vicinity to TSS [57], hence not excluding promoter regions.

Lastly, we correlated enhancer hPTM levels with (public) gene expression dataset, using the same strategy described above, i.e., linking each dELS to its closest but non-overlapping promoter. We found that H3K18la showed a positive, although overall weak, correlation between dELS hPTM levels and gene expression (*R* = 0.21), which was similar to H3K27ac (*R* = 0.20) (Additional file 1: Fig. S7A). Nevertheless, genes linked to the 2000 dELS with the highest H3K18la levels were enriched in muscle-specific GO terms (Fig. 4K). This was also true for H3K27ac-marked dELS but not for H3K4me3 (Additional file 1: Fig. S7B).

Overall, the human muscle data also showed a conserved role of H3K18la in marking tissue-specific active enhancers and active CGI promoters.

## Discussion

In agreement with prior studies, we found in all investigated tissues that H3K18la is present in a set of regions enriched for CGI promoters (Figs. 1D–E and 4B, C; ChromHMM state 8 in Fig. 2E) and many of these CGI promoters do belong to housekeeping genes (Fig. 2E, Additional files 4 and 5: Table S2-3) [45, 46]. Recent findings suggest that human housekeeping genes are primarily regulated by enhancer-like sequences contained within their promoter regions and not (or less) by distant enhancers [58]. An earlier report also showed that the majority of *Drosophila* housekeeping gene enhancers lie within 200 bp from a TSS, while developmental gene enhancers are predominantly found in intronic or intergenic regions [59]. This suggests that H3K18la in CGI-promoters may be primarily marking promoter-embedded enhancer-like sequences.

Globally, we found that the genomic distribution of H3K18la resembles H3K27ac (an established mark of active promoters and enhancers) better than H3K4me3 (Figs. 1B and 4A, Additional file 1: Fig. S6A). In promoter regions, H3K18la primarily marks promoters that are also marked by H3K27ac and H3K4me3, while the latter two also mark many promoters not marked by H3K18la (Figs. 1F and 4D). Genes with promoters marked by H3K18la (and H3K27ac and H3K4me3) are higher expressed than those without H3K18la (but with H3K27ac and H3K4me3) (Fig. 1H). Our analysis also showed that H3K18la distinctively marks active enhancers not overlapping with promoter regions (~dELS) (Fig. 2B, C), many of which are also marked by H3K27ac (Fig. 2A, D). Despite their overall genomic similarity, H3K27ac and H3K18la profiles also show clear distinctions: H3K27ac marks more promoters than H3K18la and H3K18la is found at more putative enhancers (dELS) than H3K27ac (Figs. 1F, H; 2A, D; and 4D, F-I, Additional file 1: Fig. S8A-C). Following the observation that H3K18la is enriched at active enhancers, we also found that H3K18la marks the majority of all public tissue-specific enhancers, corresponding to the samples included in this study, in a tissue-specific manner (Figs. 2C, E and 4G, J).

Given that there are no HiC datasets available for all tissues and conditions included in this manuscript, nor are the computational methods well enough established to define all enhancers in silico [60, 61], we cannot finally exclude that a specific fraction of tissue-specific enhancers is not marked by H3K18la. It is equally unlikely that the published enhancer sets are a perfect representation of the true set of active enhancers or that such a universal “true set” exists, as the set of active enhancers within one tissue type are known to change upon external environmental influences [57, 62]. Indeed, the many putative enhancers (cell-type-agnostic dELS) covered by H3K18la, and not by H3K27ac (Figs. 2D and 4H), suggest that H3K18la may have unique enhancer-related functions that differ from H3K27ac. Its specific role in promoters remains to be resolved.

On a side note, our PIM H3K18la profiles showed greater overlap with the published BMDM-specific enhancer set than our BMDM H3K18la and H3K27ac profiles (Fig. 2C). This matches the observation that the active enhancer landscape of macrophages is extremely well-adapted to their microenvironment [62] and as a consequence, published macrophage enhancer sets vary widely across studies [37, 44, 62]. It is likely that our PIM H3K18la profiles cover the defined enhancer regions in BMDMs from this particular study [37] better than the H3K18la and/or H3K27ac profiles of our BMDMs. Overall, there is still a considerable, tissue type-specific overlap between our H3K18la profiles and published ChIP-seq profiles (Additional file 1: Fig. S4A), and enhancer sets, both in absolute number of enhancers covered (Fig. 2C) as well as in tissue-specific H3K18la ChromHMM state enrichment over tissue-specific enhancers (Fig. 2E), which supports the validity of our findings.

The observation that H3K18la and H3K27ac profiles show feature-specific differences also raises the question whether both acylations are established by the same epigenetic machinery, including p300 [5], as has previously been proposed also for other histone acylation marks [63, 64]. Our results suggest that the differences in localization of H3K18la and H3K27ac are purposeful and as such regulated. This could be achieved through various mechanisms, such as specific histone lactylation writers (or erasers), regulation of the pool and concentration of lactyl-coA within the nucleus, being only available at specific genomic regions, or DNA-motif-specific or co-factor-based modulation of p300 activity, specificity, and recruitment. More in detail biochemical and genetic work is needed to answer these questions and reveal new insights into the organization and complexity of the histone code.

## Conclusion

We investigated the genomic distribution of H3K18la in human and mouse tissues, spanning a broad spectrum of differentiation states. Our supervised (overlap with public data) and unsupervised (ChromHMM) analysis revealed that H3K18la marks, in addition to active promoters, active tissue-specific enhancers. Provocatively, our analyses suggest that H3K18la at active CGI promoters may primarily mark promoter-embedded enhancer sequences, rendering H3K18la an enhancer-only marking hPTM with a partially distinct profile from H3K27ac.

## Materials and methods

### Cell culture

All cells were cultured in a humidified incubator at 37°C and 5% CO_2_.

#### BMDM

Bone marrow precursor cells were flushed out of the femur and tibiae bones with a syringe and needle and cultured for 7 days in DMEM, 20% heat-inactivated fetal bovine serum (FBS), 100 U/mL penicillin-streptomycin (P/S; Gibco, 15140122), and 40 ng/ml of recombinant M-CSF (PeproTech, 315-02). After 7 days, macrophages were collected, seeded in DMEM containing 10% heat-inactivated FBS, and 100 U/mL P/S for 24 h before harvesting.

#### ESC

Primed mouse ESC (mESC-ser) were cultured on 0.1% gelatin in DMEM supplemented with 15% FBS (Gibco), 2 mM GlutaMAX^TM^ (Gibco, 35050087), 0.05 mM β-mercaptoethanol (Gibco, 31350010), 100 U/mL P/S, 1X non-essential amino acids (Gibco, 11140035), and 10 ng/mL mLIF (Cambridge Stem Cell Institute). Naïve mESC (mESC-2i) were cultured in N2B27 supplemented with 1 μM MEK inhibitor (PD0325901; Cambridge Stem Cell Institute), 3 μM GSK3 inhibitor (CHIR99021; Cambridge Stem Cell Institute), and 10 ng/mL mLIF. The medium was changed daily. For lactate treatment, the cell medium was supplemented with 10 mM sodium-L-lactate dissolved in PBS.

#### MB and MT

Primary myoblast (MB) isolation was performed as described previously [65]. MBs were cultured in a growth medium containing a 1:1 ratio of DMEM (ThermoFisher Scientific, 12320032) and Ham’s F-10 (1×) nutrient mix (ThermoFisher Scientific, 22390058) supplemented with 10% horse serum (HS, ThermoFisher Scientific, 16050-122), 20% FBS, and 10 ng/ml basic-FGF (ThermoFisher Scientific, PHG0266). MB were cultured on dishes coated with Matrigel Basement Membrane Matrix (Corning, #356237, 1/25 dilution). When cells reached 80% confluency, the growth medium was switched to differentiation medium containing DMEM, 2% HS, and 100 U/mL P/S. MBs were fully differentiated into MTs after 3 days of differentiation. For lactate treatment, the cell medium was supplemented with 10 mM sodium-L-lactate dissolved in PBS. For WB and CUT&Tag, MBs and MTs were washed with PBS and harvested with trypsin.

### Lactate measurement

Intracellular and extracellular lactate concentration was measured using the Lactate Glo^TM^ Assay (Promega, J5022). Cells were seeded in a 96-well plate for lactate measurement. At the desired time point, media was collected for extracellular lactate concentration quantification. For intracellular lactate quantification, cells were washed twice with PBS before being lysed with 0.2 N HCl. Cell lysates were then neutralized with 1 M Tris-base before being incubated with the detection reagent. The luminescence was recorded with a CLARIOstar plate reader (BMG Labtech) after 1 h incubation. Extracellular lactate secretion was measured in the medium through background subtraction from fresh medium. Both intracellular and extracellular lactate concentration was determined from a standard curve. Lactate levels were normalized to total protein content (Qubit Protein Assay, Thermo Fisher Scientific, Q33211).

Naïve and primed mESC were seeded at 7500 cells/well and 5000 cells/well, respectively, and were grown in their respective media for 48 h before intracellular lactate concentration was measured. Extracellular lactate secretion was measured from 24-h incubation with fresh media. MB were seeded at a density of 7500 cells/well on a 96-well plate 5 days before the assay. Cellular differentiation into MT was initiated the following day by switching medium. Two days before the assay, fresh MB were plated at 4000 cells/well, concurrently to a medium change to the MT. One day before the assay, a medium change was performed to both MB and MT to ensure comparability with the other non-muscle cell types.

### Western blot

Histone extracts were prepared with the EpiQuik Total Histone Extraction kit (Epigentek, OP-0006-100-EP; for MB, MT, and GAS) or the acid histone extraction protocol published by Abcam (mESC, ADIPO, BMDM, and PIM). Histone protein extracts were resolved using a gradient SDS-PAGE before being immunoblotted onto a PVDF membrane. The membrane was blocked for 1 h in blocking solution (TBS/0.1% Tween/5% BSA or milk) and then incubated overnight at 4°C with primary antibodies diluted in blocking solution. After washes with TBS/0.1% Tween, the membranes were incubated with secondary antibodies conjugated with fluorescent or HRP tag diluted in blocking buffer for 1 h at room temperature. The band signals were visualized using Bio-Rad ChemiDoc Imaging System. The following primary antibodies were used: H3 (Abcam, ab1791), pan-KLA (PTM Bio, PTM-1401), and H3K18la (PTM Bio, PTM-1406 or PTM-1406RM). The secondary antibodies used were an HRP-conjugated monoclonal donkey anti-rabbit IgG (1:5000, Amersham, NA934) and StarBright Blue 700 Goat Anti-Rabbit IgG (1:2500, Bio-Rad, 12004161)

### Mouse biopsies

Female C57Bl6/J mice, aged 8–12 weeks, were housed in individually ventilated cages (3–4 littermates per cage) in standard housing conditions (22°C, 12 h light/dark cycle), with ad libitum access to chow diet and water. Health status of all mice was regularly monitored according to FELASA guidelines. Muscle and macrophage samples were collected form mice which were anesthetized using Ketamine (80–100 mg/kg) and Xylazine (10–15 mg/kg) via intraperitoneal injection 5 min before sacrifice. M. gastrocnemius (GAS) samples were harvested and snap-frozen in liquid nitrogen. For adipocyte samples, epididymal adipose tissues (ADIPO) from euthanized (CO_2_) 10-week-old female AdipoCre-NuTRAP [66] mice were extracted and snap-frozen in liquid nitrogen.

### Isolation of post-ischemia macrophages from muscle

Hind-limb ischemia experiments were performed as described before with minor modifications [67, 68]. Briefly, mice were anesthetized with isoflurane. The hind limb was shaved, and the skin was incised. The proximal end of the femoral artery and the distal portion of the saphenous artery were ligated. The artery and all side-branches were dissected free the femoral artery and attached side-branches were excised. Ischemia induces muscle damage due to hypoxia and consequently macrophage recruitment. Two days after the onset of hindlimb ischemia, the calf muscle from the ischemic limb was collected and digested in 2 mg/ml Collagenase IV (Thermo Fisher Scientific, 17104019) / Dispase II (Sigma-Aldrich, D4693-1G) for 1 h at 37°C. After filtration and washing steps, red blood cells were removed with ACK Lysis buffer (Gibco, A1049201). Then, CD45^+^CD11b^+^F4/80^+^CD64^+^ macrophages were stained and sorted (Sony Cell sorter SH800S) for either histone isolation or CUT&Tag. The used antibodies were the following: PE anti-mouse CD45 (Biolegend [30-F11], 103106), PerCP/Cy5.5 anti-mouse/human CD11b (Biolegend [M1/70], 101228), Alexa Fluor® 488 anti-F4/80 Rat Monoclonal Antibody (Biolegend [clone: BM8], 123120), APC anti-CD64 Mouse Monoclonal Antibody (Biolegend [clone: X54-5/7.1], 139306).

### Human biopsies

Samples were obtained from the ACTIBATE study [69]. Only control samples from female participants were included here. The ACTIBATE study is an RCT, registered at ClinicalTrials.gov (ID: NCT02365129). The Human Research Ethics Committee of both University of Granada (n° 924) and Servicio Andaluz de Salud (Centro de Granada, CEI-Granada) approved the study design, study protocols, and informed consent procedure. All participants have provided written informed consent. The study was performed following the ethical guidelines of the Declaration of Helsinki, last modified in 2013. The biopsies were collected using the Bergstrom technique by an expert surgeon.

### Nuclei isolation

All buffers were supplemented with 5 mM sodium-butyrate (Sigma, 303410) and 1X complete protease inhibitor (Merck, 11873580001).

#### BMDM, PIM, MB, and MT

Sorted macrophages, MB, or MT samples were centrifuged for 5 min at 4°C, 500 rpm; the supernatant was removed; and the cells were lysed on ice in 1 mL of nucleus extraction buffer (1× prelysis buffer from the EpiGentek EpiQuick Total Histone Extraction Kit, OP-0006-100). To stop the lysis reaction, 1 mL of PBS+1%BSA was added, and nuclei were collected through centrifugation for 5 min at 4°C, 500 rpm. The supernatant was removed, the nuclei were resuspended in PBS+1% BSA, and a sample was visually inspected for viability, purity, and abundance of nuclei under the microscope.

#### Muscle samples (mouse and human)

Muscle samples were thawed and sliced in small pieces on ice. Subsequently, the pieces were transferred to an ice-cold dounce homogenizer (7 mL) and 3 mL of nucleus extraction buffer (1× prelysis buffer from the EpiGentek EpiQuick Total Histone Extraction Kit, OP-0006-100) was added before douncing, on ice, 10× with pestle A and 10× with pestle B. To stop the lysis reaction, 3 mL of PBS+1%BSA was added. After 5-min centrifugation at 4°C, 500 rpm, the supernatant was removed, the nuclei were resuspended in PBS+1%BSA, and a sample was visually inspected for viability, purity, and abundance of nuclei under the microscope.

#### Adipocytes

Nuclei were isolated using a Kimble 7-ml glass douncer using ice-cold nuclei isolation buffer (10 mM Tris-HCl pH 7.4, 3 mM MgCl_2_, 10 mM NaCl, 0.1 % Igepal-CA630, 1x protease inhibitor) and washed two times with PBS-BSA 1%. M-280 Streptavidin Dynabeads™ (ThermoFisher, 11205D) were washed two times with PBS-BSA, and nuclei were bound to beads, while rotating at 4°C for 30 min. After binding, beads were washed 3 times with PBS-BSA.

### CUT&Tag

CUT&Tag was performed according to the published CUT&Tag protocol [29] for nuclei (BMDM, PIM, MB, MT, GAS, ADIPO) or cells (ESC). All buffers were supplemented with 5 mM sodium-butyrate (Sigma, 303410) and 1X complete protease inhibitor (Merck, 1187358000). Protein lo-bind tubes (Eppendorf, EP0030108116) were used to reduce sample loss. For GAS samples, incubation volumes were doubled to account for the tissue debris that remained in the nuclear suspensions since this gave better Tapestation QC results. Antibodies against H3K18la (PTM-Bio, PTM-1406), H3K4me3 (Abcam, ab8580), H3K27me3 (Cell Signaling Technology, C36B11), H3K27ac (Abcam, ab4729), and H3K9me3 (Abcam, ab8898) were used in this study. Libraries were indexed using Nextera Indexes, and 150-bp paired-end sequencing was performed on Illumina Novaseq instruments.

### RNA library preparation and sequencing

#### ESC

Total RNA for each sample was extracted using RNeasy mini kit (QIAGEN, 74104). Extracted RNA was PolyA-enriched. Then, RNA was used for library preparation using the TruSeq RNA Library Prep Kit v2 (Illumina) following the manufacturer’s instructions. Libraries were indexed using Illumina Indexes and 50 bp single-end sequencing was performed on Illumina HiSeq 2000 instruments.

#### Muscle samples

To each GAS sample, 1 stainless steel bead together with 1ml of ice-cold TRIzol (ThermoFisher Scientific, 15596018) was added. The mixtures were homogenized for 7 min using a bead mill at 50 rpm (Qiagen TissueLyzer LT, 85600). The beads were removed using forceps cleaned with RNAzap (Thermo Fisher Scientific, AM9780/AM9782) after each transfer to avoid carryover of RNA. The addition of 200 μl of chloroform (VWR, 22711.324) was followed by vigorous shaking for 15–20 s and a centrifugation step of 15 min at 14,000 rcf at 4°C. The aqueous phase was transferred into a new vial and mixed with an equal amount of 100% ethanol. RNA was then extracted using the RNA Clean & Concentrator^TM^-25 Kit (Zymo Research, R1017 & R1018). The whole volume was transferred to a Zymo-Spin^TM^ IICR-column in a collection tube, spun down for 30 s at 10,000 rpm, and the flow-through discarded. Next, a mixture of 5 μl DNAse and 75 μl DNA digestion buffer was added to the column and incubated for 15 min at room temperature. Four hundred microliters of RNA Prep buffer was added directly on top of the DNase solution and the samples were spun down for 30 s (4°C, 10000 rpm). This process was repeated twice from the addition of 700 μl of RNA Wash buffer, spinning down for 30 s at 4°C (10,000 rpm) and removal of flow through, followed by the addition of 400 μl of RNA wash buffer and a 2-min centrifugation step with the same settings. After the final removal of flow through, 30 μl of DNase/RNase-Free Water was added directly onto the column matrix. The column was placed in a fresh vial and once again spun down for 30 s (4°C, 1,0000 rpm). PolyA enriched mRNA sequencing libraries were prepared by Novogene, UK, and 150-bp paired-end sequencing was performed on Illumina Novaseq instruments.

#### MB and MT

Total RNA from myoblasts and myotubes was isolated using TRIzol extraction (ThermoFisher Scientific, 15596018). Purification of extracted RNA was performed using Zymo RNA Clean and Concentrator Kit with DNase (Zymo Research, R1018) according to the manufacturers’ instructions. Quantification of total RNA was performed using a nanodrop system. Five nanograms of RNA was used as an input for the Smart-seq2 protocol as described in Picelli et al. [70, 71] including cDNA synthesis, pre-amplification, tagmentation, and enrichment steps.

### Data processing

All genomic data were processed using pipelines built in Nextflow [72] v21.04.3, adapted from the Babraham Institute GitHub repository (https://github.com/s-andrews/nextflow_pipelines) for reproducible data analysis.

#### CUT&Tag

Quality control of the raw sequencing reads was performed using FastQC [73] v0.11.9. Raw reads were trimmed off low-quality bases and adapter sequences using TrimGalore v0.6.6 (https://github.com/FelixKrueger/TrimGalore). Filtered reads were aligned against the reference mouse genome assembly mm10 in case of mouse samples and human genome assembly GRCh38 in case of human samples using Bowtie2 [74] v2.4.4 with options: *--end-to-end --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700*. Aligned bam files were sorted based on chromosomal coordinates using the *sort* function of samtools [75] v1.13. Sorted bam files were summarized into bedgraph files using the *genomecov* function of bedtools v2.30 (Quinlan et al, 2010). In case of samples with multiple biological replicates, replicate specific bedgraph files were combined using the *unionbedg* function of bedtools [76] v2.30. Peak calling was performed on all bedgraph files using SEACR [30] v1.3 in stringent mode by selecting the top 1% of called peaks. SEACR is specifically developed for CUT&RUN and is likewise the recommended pipeline for chromatin profiling data with very low background like CUT&Tag. Visual QC of bam files and called peaks were performed using Seqmonk [77].

#### RNA-seq

Quality control of the raw sequencing reads was performed using FastQC [73] v0.11.9. Raw reads were trimmed off low-quality bases and adapter sequences using TrimGalore v0.6.6 (https://github.com/FelixKrueger/TrimGalore). Filtered reads were aligned against the reference mouse genome assembly mm10 in case of mouse samples and human genome assembly GRCh38 in case of human samples using HISAT2 [78] v2.2.1. Raw gene counts were quantified using the *featureCounts* program of subread [79] v2.0.1.

### Data analysis

#### CUT&Tag sample clustering

For the binned clustering analysis, the genome was split into bins of 3000 bp and for each bin, in each sample, reads were counted using the *summarizeOverlaps* function from the R package GenomicsAlignments v1.8.4. For each sample, the per-bin read count was normalized to the total number of mapped reads, log2 normalized, and used as input for the *plotMDS* function (see further in the “Data visualization” section).

#### CUT&Tag peaks

For samples with multiple biological replicates, only peaks called on merged bedgraph files were considered for downstream analysis. Peaks overlapping with mouse and human blacklist regions [80] were filtered out.

Called peaks for each sample were combined to create a master (union) peak list (https://yezhengstat.github.io/CUTTag_tutorial/). This master peak list was used as a reference to generate the fragment count matrix of all samples using the R package chromVAR [81] v1.16.

Called peaks were annotated with the R package ChIPseeker [82] v1.30.3 [83]. Peak fold enrichment values were calculated using the formula: Σ (bp overlap) * genome_size /[Σ (bp PTM peak)*Σ (bp genomic feature)]. Different genomic features including CpG island tracks were downloaded using the R package annotatr [73] v1.20. Promoter regions were defined as 2000 bp up- and downstream of TSS.

#### CUT&Tag peak overlaps with promoters / enhancers

Peaks overlapping with promoters were extracted using the annotatePeak function from the R package clusterProfiler v4.0.5 ChIPseeker [82] v1.30.3, selecting only the peaks with promoter annotation for further analysis. The promoter regions were defined using the getPromoters function from the R package ChIPseeker [82] v1.30.3, using the TxDb.Mmusculus.UCSC.mm10.knownGene database as input, setting the TssRegion to c(–2000, 2000). For the pELS/dELS overlap, peaks were overlapped with cCRE using the bedtools [76] function intersect. The groups of genes with different hPTM promoter/dELS/pELS occupation combinations were calculated using the venn function from the R package gplots v3.1.1.

For the cistrome transcription-factor binding analysis, the promoter regions of the genes covered by different hPTM combinations were used as input to the online Cistrome database analysis tool [31] using the settings “All peaks in each sample” and “Transcription factor, chromatin regulator”.

#### ChromHMM analysis

Tissue-specific H3K18la chromatin states were identified using the ChromHMM [33] v1.22 software. The bam files of all mouse H3K18la samples were binarized into default 200 bp bins using the function *BinarizeBam*. Models with different number of chromatin states starting from 1 to 20 were learned from the binarized data using the function *LearnModel*. All twenty models were compared against each state of the reference model, i.e., the model with maximum number of states based on the emission parameter correlation using the function *CompareModel*. Once the model was finalized with defined number of chromatin states, the state fold enrichment was performed against genomic features, tissue-specific enhancers, ENCODE’s cCREs, public ChIP-seq data sets, and house-keeping genes [38] and their gene promoters using the function *OverlapEnrichment* [38, 84]. For mouse mESC-ser, GAS, PIM samples, and human muscle samples, chromatin states were identified in the same way using the available hPTMs (H3K18la, H3K4me3, H3K27ac, H3K27me3 for mouse samples; H3K18la, H3K4me3, H3K27ac, H3K27me3, H3K9me3 for human samples).

#### CUT&Tag peak/RNA-seq correlation

Tissue-specific fragment count matrices were generated by quantifying the reads present in promoter/dELS regions using the R package chromVAR [81] v1.16. Raw CUT&Tag fragment count matrices and RNAseq gene count matrices were normalized into CPM and RPKM (gene length correction) values respectively using the R package edgeR [85] v3.28. Normalized fragment counts were summarized at the gene level.

For each tissue, an integrated data set was created linking gene expression to hPTM levels in the corresponding promoter or dELS region. Genes closest to dELS were found using bedtools [76] *closest* function. For tissue-matching hPTMs and RNAseq samples, the normalized counts are averaged over biological replicates, if available. For each tissue, highest and lowest expressed genes were defined based on their average log normalized RPKM values.

#### Differential H3K18la peak/gene expression correlation analysis

For each pair of samples (MT and MB; ESC-ser and ESC-2i), H3K18la peaks were combined to generate a cell type pair-specific master (union) peak list. These master peak lists were used to generate the cell type pair-specific fragment count matrices using the R package chromVAR [81] v1.16. Each fragment matrix was subset by promoter or dELS regions using the function *findOverlaps* of the R package GenomicRanges.

#### Differential gene expression analysis after lactate treatment

EdgeR was used to identify differentially expressed genes using nominal *P* < 0.01 and abs(log2FC) > 0.5 as thresholds.

#### Public datasets

##### ChIP-seq

Data from the following studies were obtained to compare our results. Peaks were directly downloaded and used as such from the publications’ supplemental data. Mouse gastrocnemius peaks were obtained from Rovito et al*.* [35]. mESC peaks were obtained from Perino et al. [40] and ENCODE [34]. Mouse BMDM peaks were obtained from Zhang et al. [5] and ENCODE [34]. Mouse MB and MT peaks were obtained from Asp et al. [39].

##### RNA-seq

PIM RNA-seq data was obtained from Zhang et al. [27]. Human muscle RNA-seq data was obtained from Williams et al*.* [57]. Public RNAseq data were re-processed using our in-house pipeline to obtain comparable raw count matrices as mentioned above (see the “Data processing”/“RNA-seq” sections).

##### Enhancer sets

mESC enhancers were obtained from the SCREEN project from ENCODE, using pELS and dELS regions from the E14-specific cCRE-set [34]. Mouse muscle (gastrocnemius) enhancers were obtained from Rovito et al. [35]. Mouse macrophage enhancers were obtained from Denisenko et al. [37]. Mouse myoblast and myotube enhancers were obtained from Blum et al*.* [36]. Human muscle enhancers were obtained from Williams et al. [57]. Overlap between different genomic regions/peak sets was obtained using bedtools [76] *intersect* function. Intersects from 1 bp of intersection were included in downstream analysis. Enrichment was calculated as Σ (bp overlap)/[Σ (bp set1)*Σ (bp set2)].

#### Functional enrichment analysis

Gene ontology enrichment analysis was performed using the function *enrichGO* from the R package clusterProfiler [84] v.4.0.5, using the Benjamini-Hochberg *p-*value adjustment method, searching for all ontology categories, using the 3.13.0 versions of org.Mm.eg.db [86] and org.Hs.eg.db [87]. Comparative GO analysis was performed using the *compareCluster* function from the R package clusterProfiler [84] v.4.0.5 using the same settings.

### Data visualization

Multidimensional scaling (MDS) plots were generated using the *plotMDS* function in the R package limma v.3.48.3. All heat maps were generated using the R package pheatmap [88] v1.0.12. Correlation scatter plots were made using the *ggscatter* function from R package ggpubr v0.4. CUT&Tag peak distribution across different genomic features and peak profiles around TSS were visualized using the functions *plotAnnoBar*, and *plotDistToTSS* from R package ChIPseeker [82] v1.30.3. Venn diagrams were created using the *ggVennDiagram* function from the ggVennDiagram [89] R package v.1.1.4. GO analysis results were visualized using the *dotplot* function of the R package enrichplot v.1.12.2. The *boxplot* function from the R package Graphics [90] was used to plot boxplots.

### Statistics

All statistical and other data analyses mentioned above were performed using the statistical programming language R [91] v4.1.0 or above. For correlation analyses, Pearson correlation tests were performed for hPTM versus hPTM and Spearman correlation coefficients were used for hPTM vs gene expression. Group values were compared using two-sided Mann-Whitney *U* tests. Statistical significance was called from (adjusted) *p* < 0.05.

## Supplementary Information

Additional file 1: Supplemental figures. Fig S1, Fig S2, Fig S3, Fig S4, Fig S5, Fig S6, Fig S7, Fig S8.

Additional file 2: Uncropped western blot images. Cropped images used in Fig. 1A and Fig S1B.

Additional file 3: Table S1: Quality Control metrics. For each sample included in this study, the following data is provided: tissue of origin, hPTM profiled, biological replicate, reads (million), GC content (%), aligned fraction of reads (%), number of called peaks.

Additional file 4: Table S2: Genes whose promoters lie in state 8 from the mouse H3K18la ChromHMM. Data used in Fig. 2E.

Additional file 5: Table S3: GO categories of genes whose promoters lie in state 8 from the mouse H3K18la ChromHMM. Data used in Fig. 2E. The following data is provided: GO ontology category, GO identifier number, GO term description, GO gene ratio, GO background ratio, p-value, adjusted p-value, q-value, gene entrez ids, gene count.

Additional file 6: Table S4: Genes expression changes in MB treated with 10 mM lactate. 

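Table S4 gives, for each gene, the log2FC of lactate-treated over control MB, the mean log2CPM, the F statistic of edgeR's test with its p-value and FDR, the call and whether its promoter has an H3K18la peak in MT and in MB. A peak in MT but not in MB makes a gene MT-specific. For the 1921 genes that were tested here and are among the rows used, the paper's log2FC and the recomputed one correlated across genes with a Pearson r of 0.906 without and 0.930 with the replicate block. The recomputed values were lower by a median of 0.056 and 0.054. With the RLE size factors in place of TMM normalization, the correlation was 0.909 and the median difference -0.00034.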

Data used in Fig. 3H. edgeR outcome from differential expression test of control MBs versus MBs treated with 10 mM sodium-L-lactate (see ‘Materials and methods’). The following data is provided: ensembl gene id, gene entrez id, gene name, logFC, logCPM, p-value, FDR, regulation (up/down/non-significant), and whether the gene has a H3K18la-peak in its promoter region in MTs or MBs.

Additional file 7. Review history.

## Data Availability

*Deposition of sequencing data* Gene expression (RNA-seq) and all hPTM genomic profiling (CUT&Tag) datasets are available in GEO under the accession number GSE195860. Individual datasets are available under GSE195859 (MB, MT, and GAS RNA-seq [94]), GSE195856 (mouse CUT&Tag [95]), and GSE195854 (human CUT&Tag [96]). mESC RNAseq datasets are available under GSE196084 [97]. *Public sequencing data* Peaks obtained from ChIP-seq data were directly downloaded and used as such from the publications’ supplemental data. Mouse gastrocnemius peaks were obtained from Rovito et al. [35], which were derived from GSE142518 [98]. mESC peaks were obtained from Perino et al. [40], derived from GSE94300 [99], and ENCODE [34]. Mouse BMDM peaks were obtained from Zhang et al. [5], derived from GSE115354 [100], and ENCODE [34]. Mouse MB and MT peaks were obtained from Asp et al. [39] and derived from GSE25308 [101]. PIM RNA-seq data was obtained from GSE148584 [102], as published in Zhang et al. [27]. Human muscle RNA-seq data was obtained from GSE144134 [103], as published in Williams et al. [57]. Public RNAseq data were re-processed using our in-house pipeline to obtain comparable raw count matrices as mentioned above (see “Data processing”/“RNA-seq” sections).

# Supplementary material for: H3K18 lactylation marks tissue-specific active enhancers
**Source:** Genome Biol. 2022 Oct 3;23:207. doi: 10.1186/s13059-022-02775-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental figures. Fig S1, Fig S2, Fig S3, Fig S4, Fig S5, Fig S6, Fig S7, Fig S8.

Fig S1

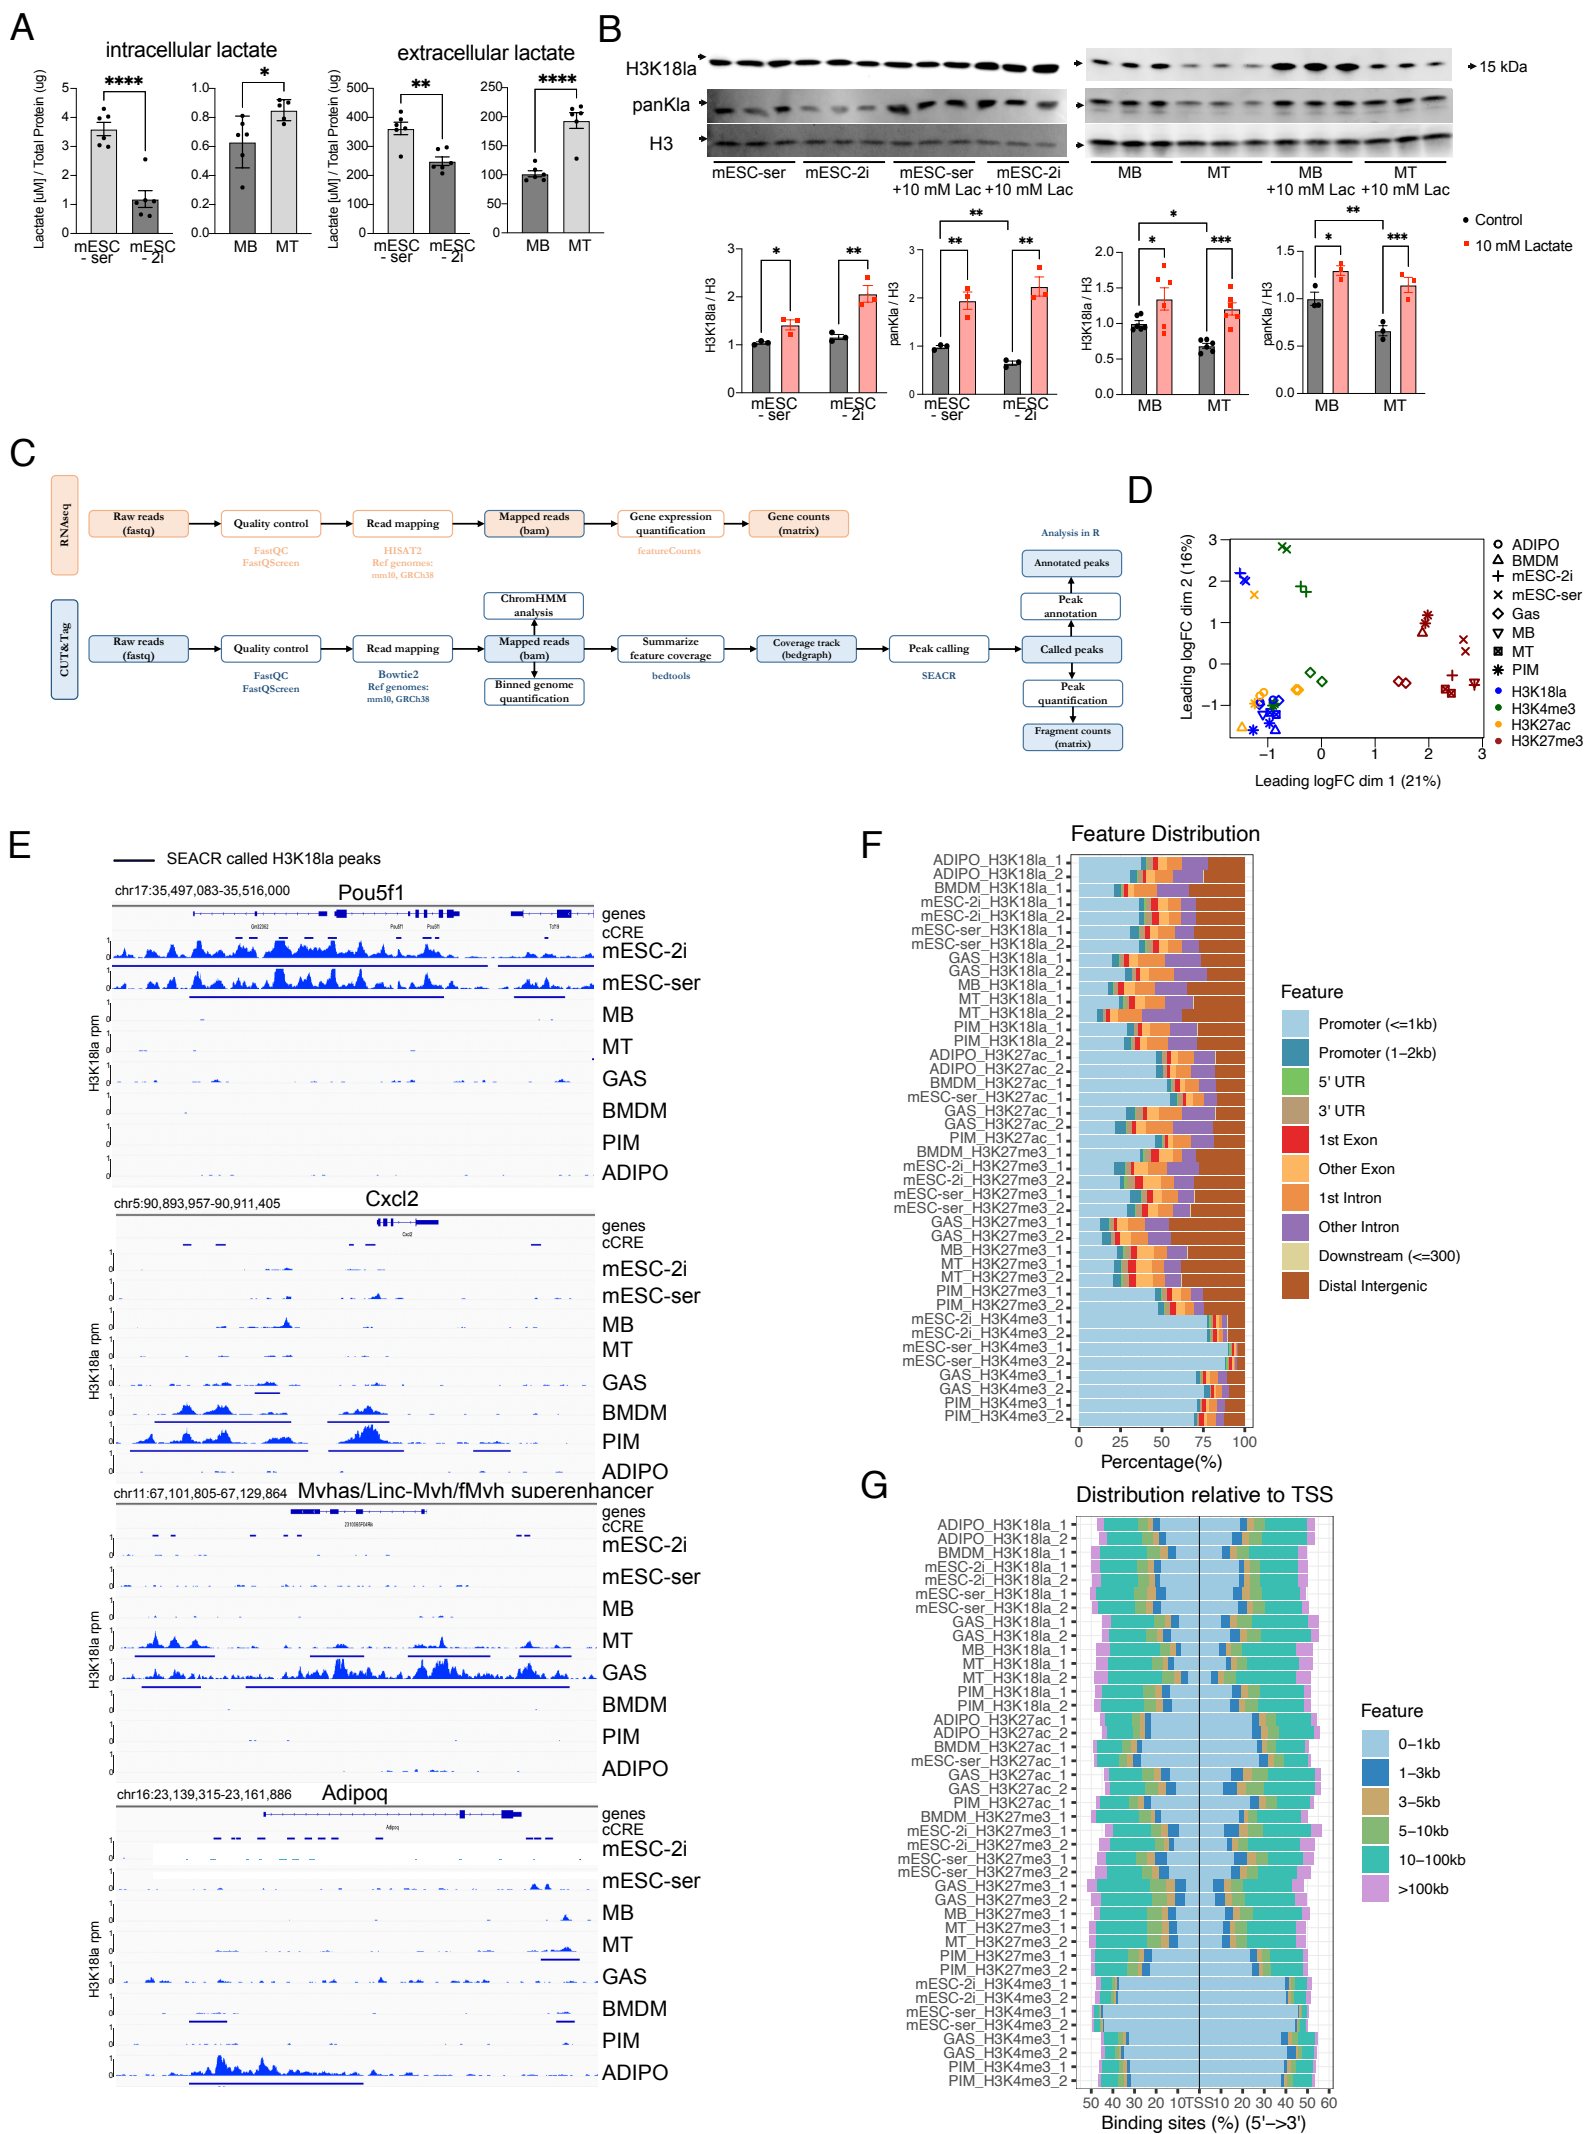

Additional File 1: Fig. S1: H3K18la is enriched at active promoters.

A) Intracellular and extracellular (secreted) lactate levels in mESC-2i, mESC-ser, MB and MT. Significant differences were calculated using Wilcoxon test. B) Western blots of H3K18la, panKla and H3 in mESC-2i, mESC-ser, MB and MT with or without supplemented sodium-L-lactate (10mM). Corresponding quantified relative expression of H3K18la and panKla to H3 are depicted as barplots. All mESC samples are normalized to control mESC-ser, all MB-MT samples are normalized to control MB. Significant differences were calculated using Wilcoxon test. C) Bioinformatics workflow illustrating the RNAseq and CUT&Tag data processing steps used in this manuscript. D) MDS of hPTMs profiled from various mouse samples, quantified over 3000 bp genome-wide tiles. E) IGV genome browser (1) snapshots of H3K18la profiles from various mouse samples and corresponding SEACR-called peaks. H3K18la levels are depicted (rpm). Genomic regions are indicated on the top, as well as RefSeq gene names. The selected regions include the gene *Pou5f1*, the gene *Cxcl2* and its flanks, the fast *Myh* super enhancer region (2), overlapping with *Linc-Myh* and *Myhas*, and the gene *Adipoq*. F) Distribution of hPTM peaks from all biological replicates across genomic features. G) Distribution of hPTM peak distances to TSS for all biological replicates. \**p* value < 0.05, \*\**p* value < 0.01, \*\*\**p* value < 0.001, \*\*\*\**p* value < 0.0001.

1. Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative genomics viewer. Nat Biotechnol. 2011 Jan;29(1):24–6.
2. Dos Santos M, Backer S, Auradé F, Wong MMK, Wurmser M, Pierre R, et al. A fast Myosin super enhancer dictates muscle fiber phenotype through competitive interactions with Myosin genes. Nat Commun. 2022 Dec;13(1):1039.

Fig S2

A

All promoters

all non-indicated p-values:  $2.2 \times 10^{-16}$

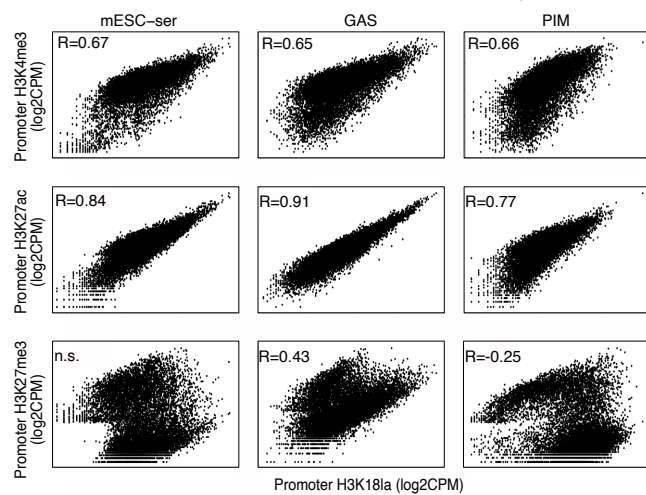

B

CGI promoters

all non-indicated p-values:  $2.2 \times 10^{-16}$

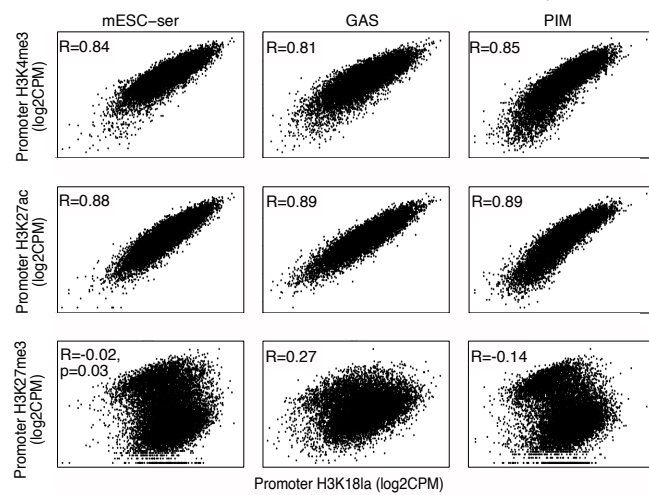

C

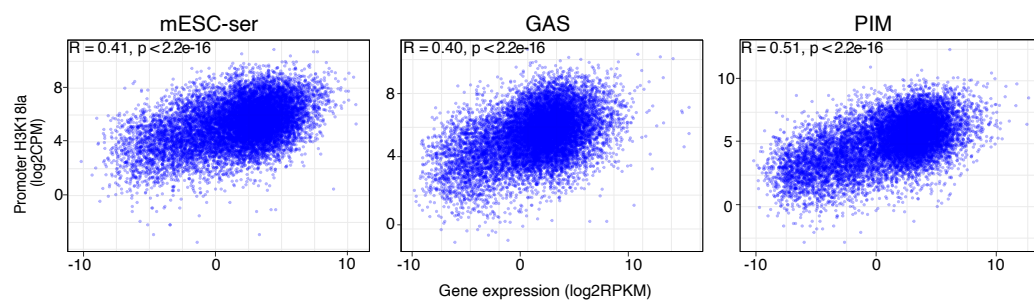

Additional File 1: Fig. S2: Promoter H3K18la correlates to other active marks and gene expression.

A) Scatterplots showing the pairwise correlation between the H3K18la levels and other hPTM levels ( $\log_2\text{CPM}$ ) at all promoters for mESC-ser, GAS and PIM. Pearson's correlation coefficient  $R$  and p-values are indicated. B) Scatterplots showing the pairwise correlation between the H3K18la levels and other hPTM levels ( $\log_2\text{CPM}$ ) at CGI promoters for mESC-ser, GAS and PIM. Pearson's correlation coefficient  $R$  and p-values are indicated C) Scatter plots showing the correlation between CGI promoter H3K18la levels ( $\log_2\text{CPM}$ , y-axis) and expression of the corresponding gene ( $\log_2\text{RPKM}$ , x-axis) for mESC-ser, GAS and PIM. Spearman's correlation coefficient  $R$  and p-values are indicated.

Fig S3

A

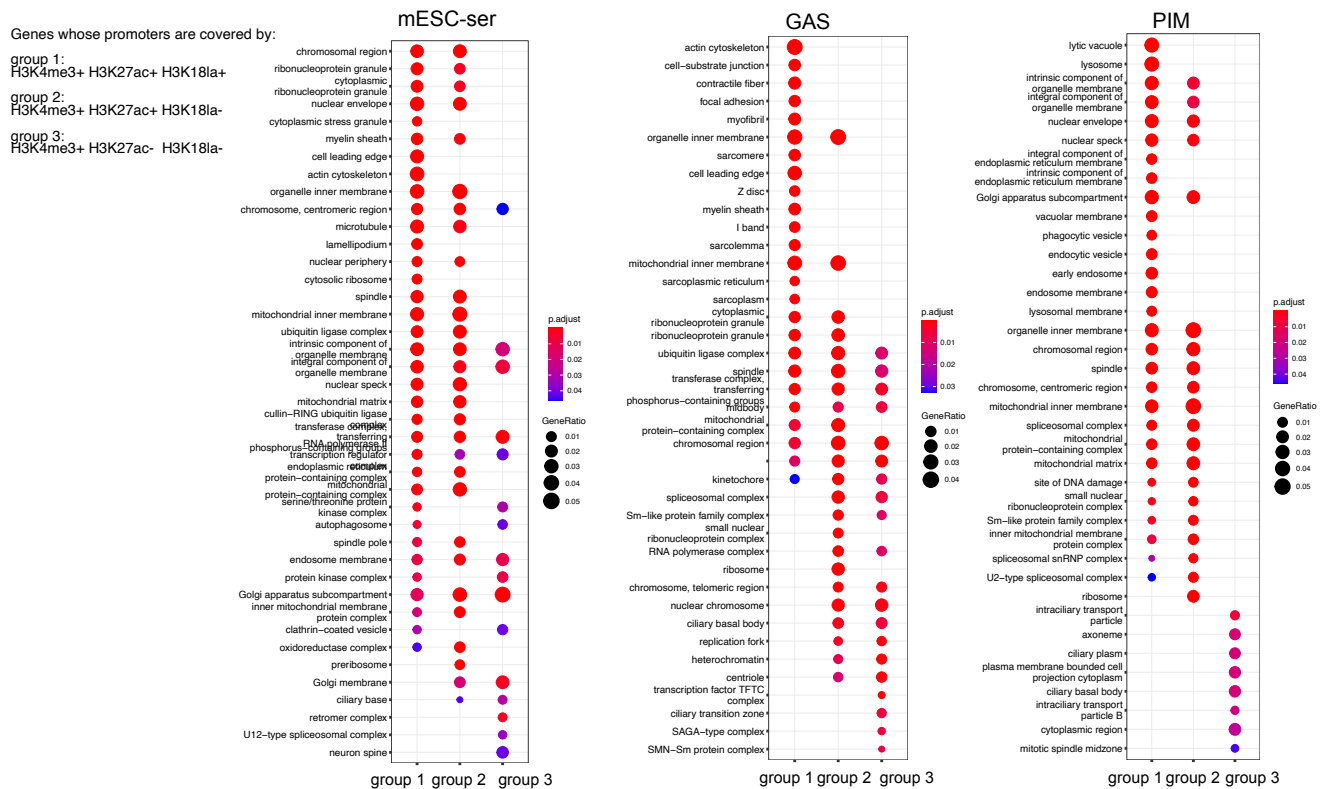

B

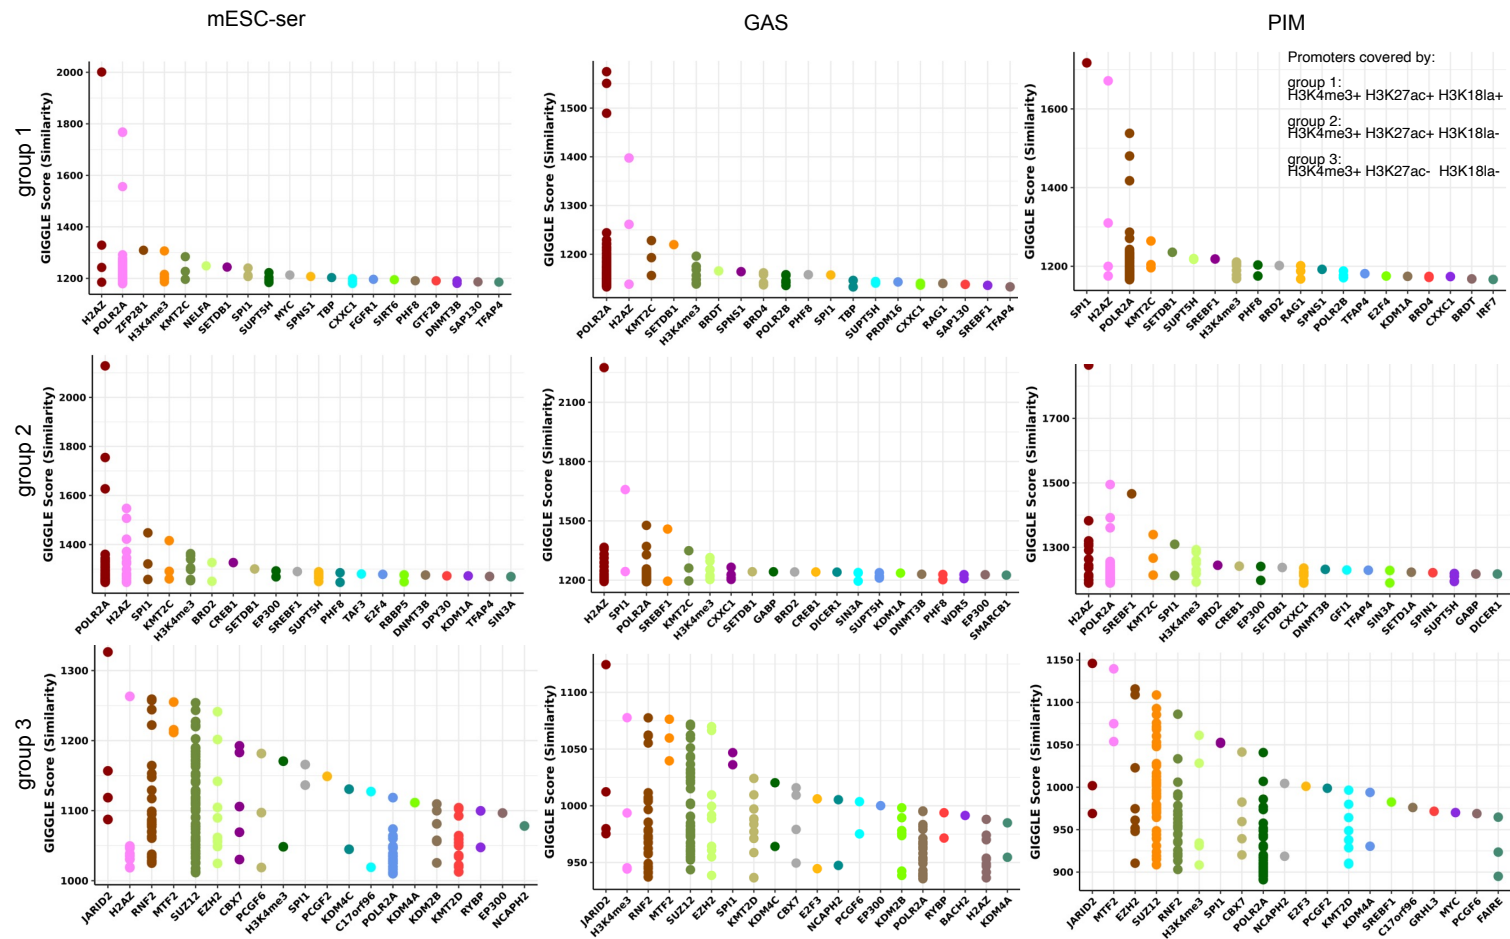

C

Promoters covered by

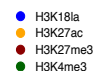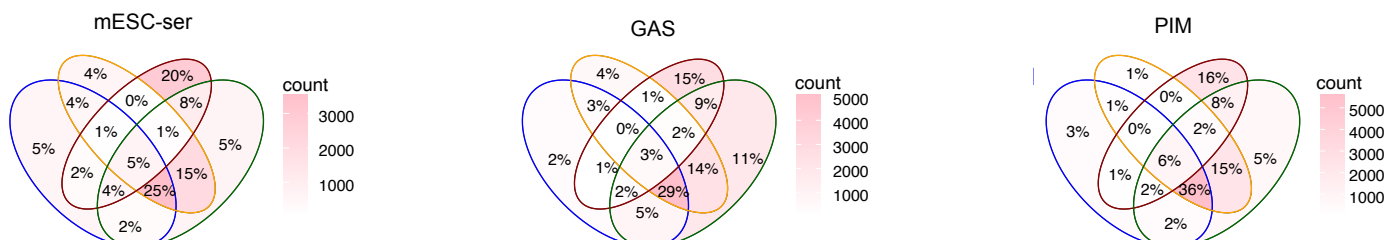

Additional File 1: Fig. S3: H3K18la marks active promoters important to tissue biology

A) Comparative GO enrichment analysis (category ‘Cellular Component’) for genes in group 1 (promoter occupied by H3K4me3+ H3K27ac+ H3K18la), group 2 (promoter occupied by H3K4me3+H3K27ac and not H3K18la) and group 3 (promoter occupied by H3K4me3 only and not by H3K27ac nor H3K18la) as defined in Figure 1F. B) Cistrome analysis of promoter regions of genes belonging to group 1, group2, or group 3. The similarity to the public transcription factor binding site datasets is indicated on the y-axis using the GIGGLE score. C) Venn diagrams depicting the promoter overlaps marked by various hPTMs in mESC-ser, GAS and PIM samples. Overlaps are coloured according to the absolute number of promoters marked by various combinations of hPTMs. Percentages indicate the fraction of actively marked promoters belonging to each group.

Fig S4

A

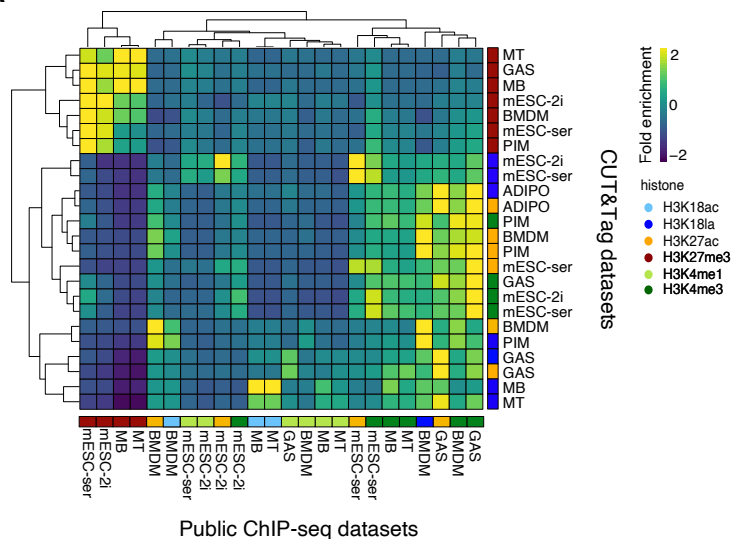

B

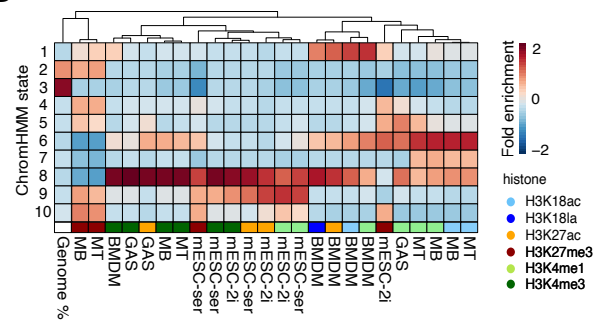

C

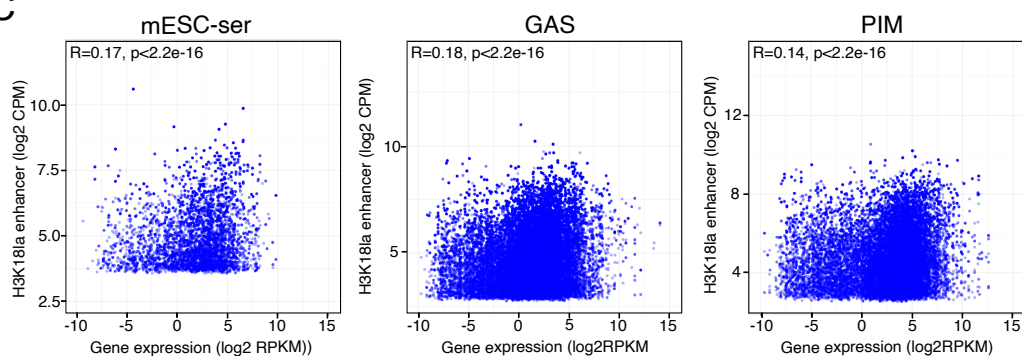

Additional File 1: Fig. S4: [H3K181a marks active, tissue-specific enhancers](#).

A) Peak fold enrichment of all included CUT&Tag peak sets (rows) against public ChIPseq peak sets (1–6) (columns). Fold enrichment is calculated as  $(\sum (\text{bp overlap}) / [\sum (\text{bp sample hPTM peaks}) * \sum (\text{bp public hPTM peaks})])$ , normalized per row and scaled from -2 to 2. B) Fold enrichment of ChromHMM states for public ChIPseq hPTM peaks (1–6), scaled from -2 to 2 (see Methods for details). C) Scatter plots depicting H3K181a levels at dELS from ENCODE cCRE peaks (6) ( $\log_2\text{CPM}$ , y-axis) and gene expression of the corresponding closest gene ( $\log_2\text{RPKM}$ , x-axis; see Methods for how dELS were linked to genes). Spearman correlation coefficient R and p-values are indicated.

1. Zhang D, Tang Z, Huang H, Zhou G, Cui C, Weng Y, et al. Metabolic regulation of gene expression by histone lactylation. *Nature*. 2019 Oct 24;574(7779):575–80.
2. Rovito D, Rerra AI, Ueberschlag-Pitiot V, Joshi S, Karasu N, Dacleu-Siewe V, et al. Myod1 and GR coordinate myofiber-specific transcriptional enhancers. *Nucleic Acids Res*. 2021 May 7;49(8):4472–92.
3. Asp P, Blum R, Vethantham V, Parisi F, Micsinai M, Cheng J, et al. Genome-wide remodeling of the epigenetic landscape during myogenic differentiation. *Proc Natl Acad Sci*. 2011 May 31;108(22):E149–58.
4. Perino M, van Mierlo G, Karemaker ID, van Genesen S, Vermeulen M, Marks H, et al. MTF2 recruits Polycomb Repressive Complex 2 by helical-shape-selective DNA binding. *Nat Genet*. 2018 Jul;50(7):1002–10.
5. Yang P, Humphrey SJ, Cinghu S, Pathania R, Oldfield AJ, Kumar D, et al. Multi-omic Profiling Reveals Dynamics of the Phased Progression of Pluripotency. *Cell Syst*. 2019 May;8(5):427–445.e10.
6. The ENCODE Project Consortium, Moore JE, Purcaro MJ, Pratt HE, Epstein CB, Shores N, et al. Expanded encyclopaedias of DNA elements in the human and mouse genomes. *Nature*. 2020 Jul 30;583(7818):699–710.

Fig S5

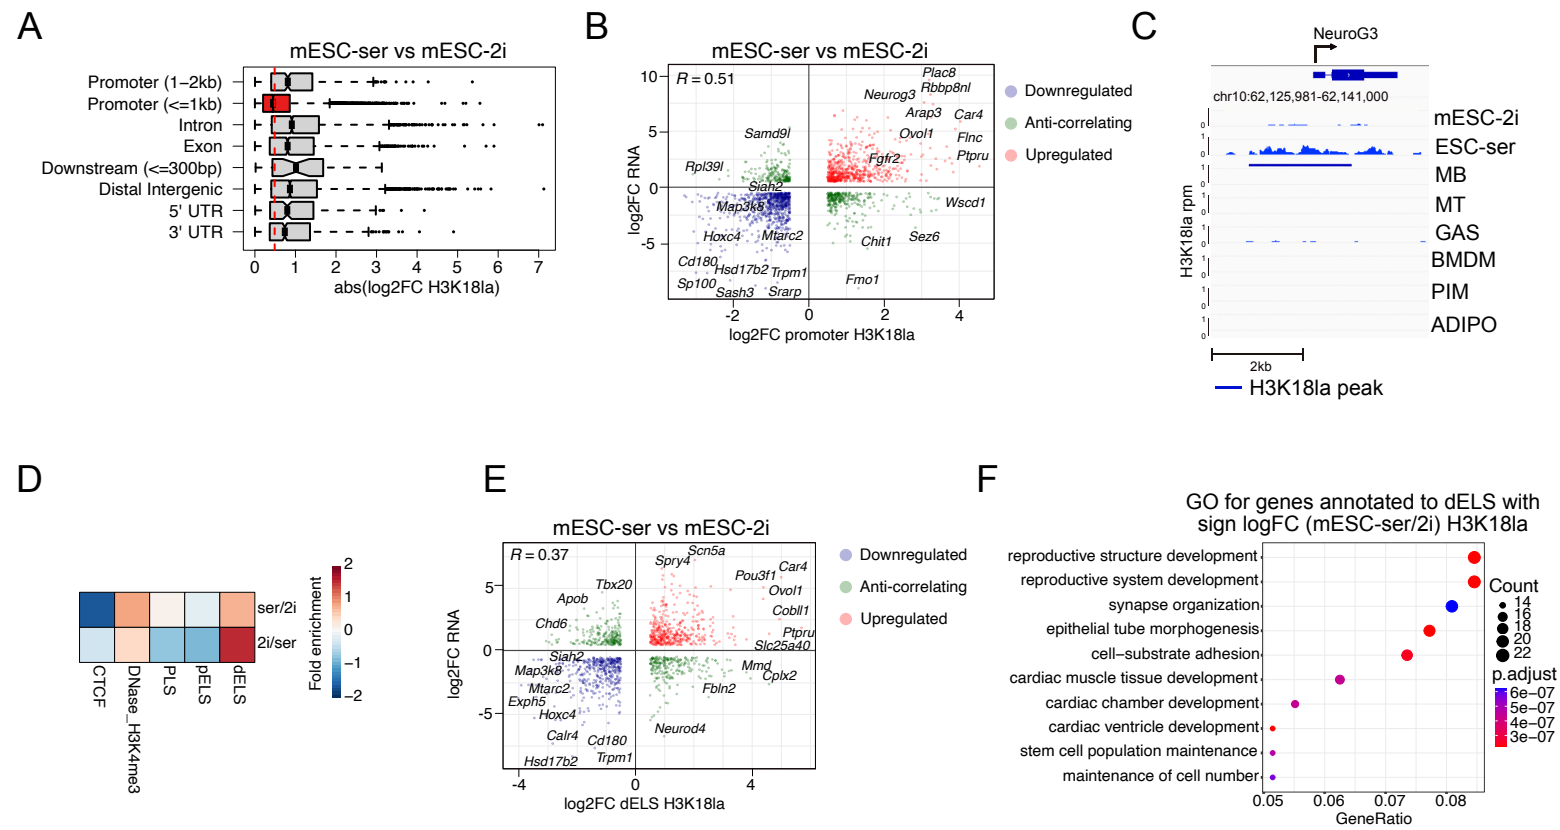

Additional File 1: Fig. S5: Dynamic changes of H3K18la reflect transcriptional adaptations in mESC

A) Box plots showing H3K18la log<sub>2</sub>FC changes from mESC-ser *versus* mESC-2i over different genomic features. B) Scatterplot showing the correlation between significant (FDR < 0.05) H3K18la log<sub>2</sub>FC (>0.5) in promoters and their corresponding gene expression log<sub>2</sub>FC (>0.5) based on the overlapping genes from the mESC-ser *versus* mESC-2i differential analysis. Pearson correlation coefficient R is indicated. C) IGV (1) genome browser snapshot of H3K18la profiles at the *NeuroG3* promoter region from various mouse samples and the corresponding SEACR-called peak regions. H3K18la level is depicted (rpm). Genomic regions are indicated on the top, as well as RefSeq gene names. D) Fold enrichment of significant differential peaks (FDR < 0.05, |log<sub>2</sub>FC| > 1.5) in ENCODE cCREs. E) Scatterplot showing the correlation between significant (FDR < 0.05) H3K18la log<sub>2</sub>FC (>0.5) in dELS and their closest gene expression log<sub>2</sub>FC (>0.5) based on the overlapping genes from mESC-ser vs mESC-2i differential analysis. Pearson correlation coefficient R is indicated. F) Top 10 GO terms (category 'Biological Process') based on the GO analysis of the overlapping upregulated genes in mESC-ser (first quadrant red dots) from Additional File 1: Fig. S5E.

1. Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative genomics viewer. Nat Biotechnol. 2011 Jan;29(1):24–6.

Fig S6

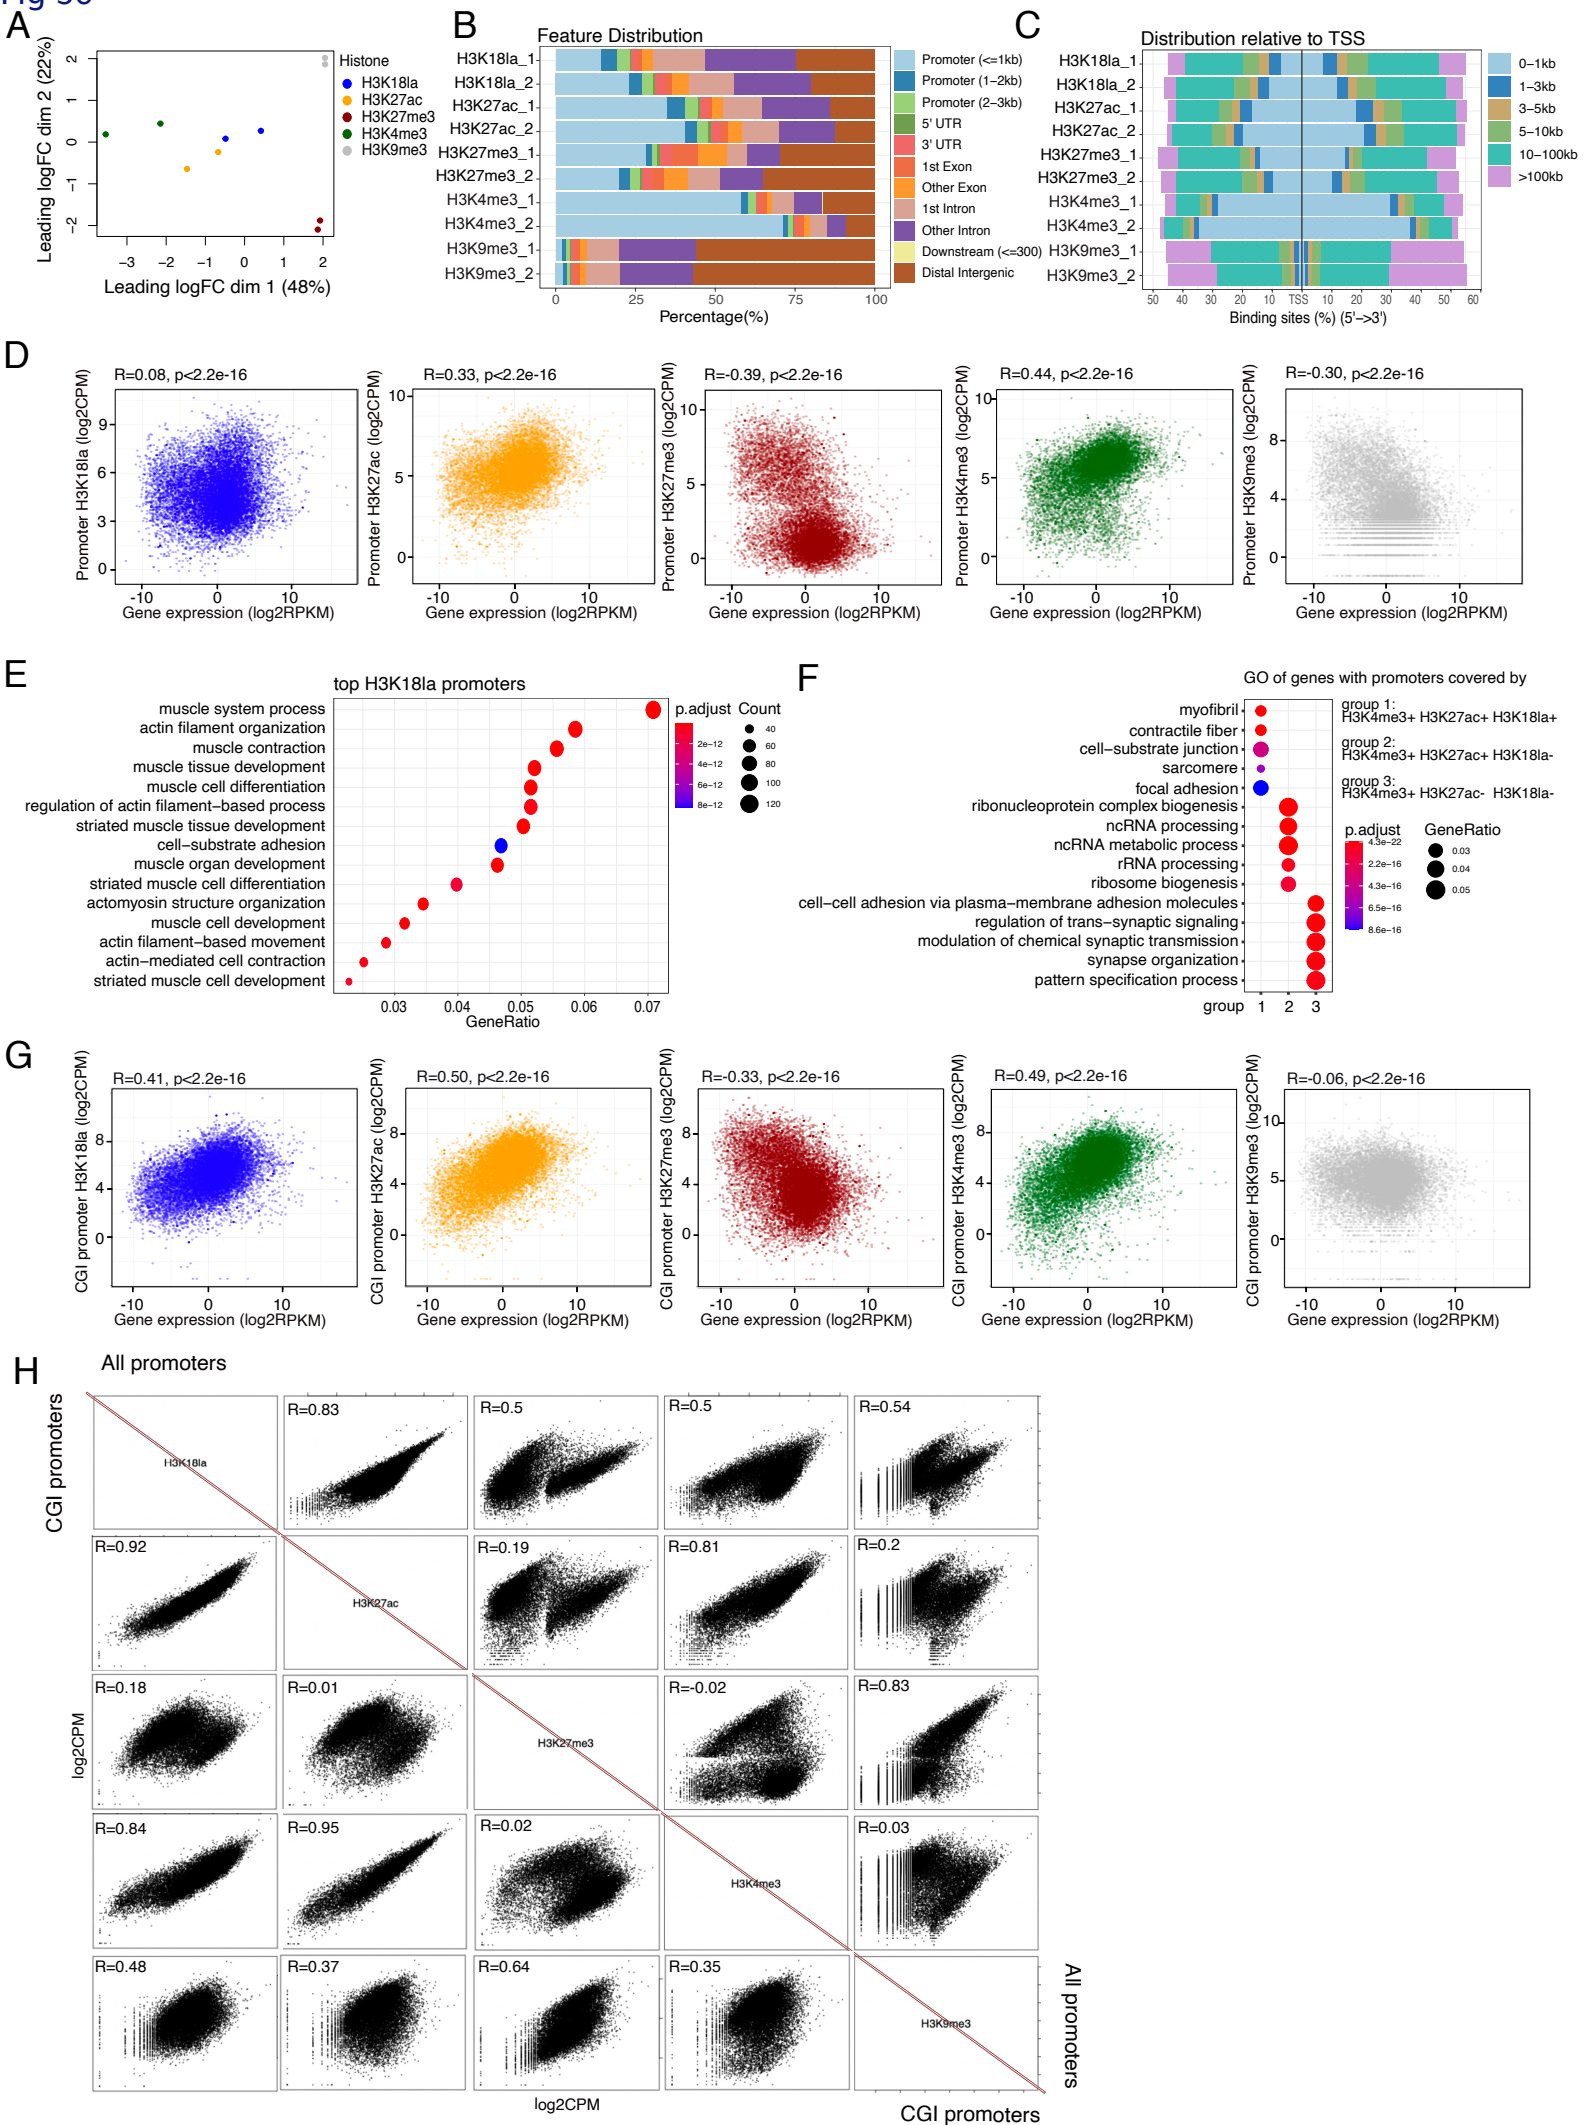

Additional File 1: Fig. S6: Human H3K18la is enriched in active promoters.

A) MDS of all human muscle hPTMs, quantified over 3000 bp genome-wide tiles. B) Distribution of all hPTMs across genomic features for all biological replicates. C) Distribution of hPTM peak distances to TSS for all biological replicates. D) Scatter plots showing the correlation between H3K18la peak levels at promoters ( $\log_2$ CPM, y-axis) and expression of the corresponding gene ( $\log_2$ RPKM, x-axis). Spearman's correlation coefficient R and p-values are indicated. E) Top 15 GO terms (category 'Biological Process') resulting from a GO analysis of the genes corresponding to the 2000 promoters with highest H3K18la peaks. F) Comparative GO enrichment analysis (category 'Cellular Component') for genes in group 1 (promoter occupied by H3K4me3+ H3K27ac+ H3K18la), group 2 (promoter occupied by H3K4me3+H3K27ac and not H3K18la) and group 3 (promoter occupied by H3K4me3 and not by H3K27ac nor H3K18la) as defined in Figure 4D. G) Scatter plots showing the correlation between H3K18la peak levels at CGI promoters ( $\log_2$ CPM, y-axis) and expression of the corresponding gene ( $\log_2$ RPKM, x-axis). Spearman's correlation coefficient R and p-values are indicated. H) Scatter plots depicting the pairwise correlation of promoter hPTM levels ( $\log_2$ CPM) at all promoters (upper half) or CGI promoters specifically (lower half). Pearson correlation coefficient R values are indicated.

Fig S7

A

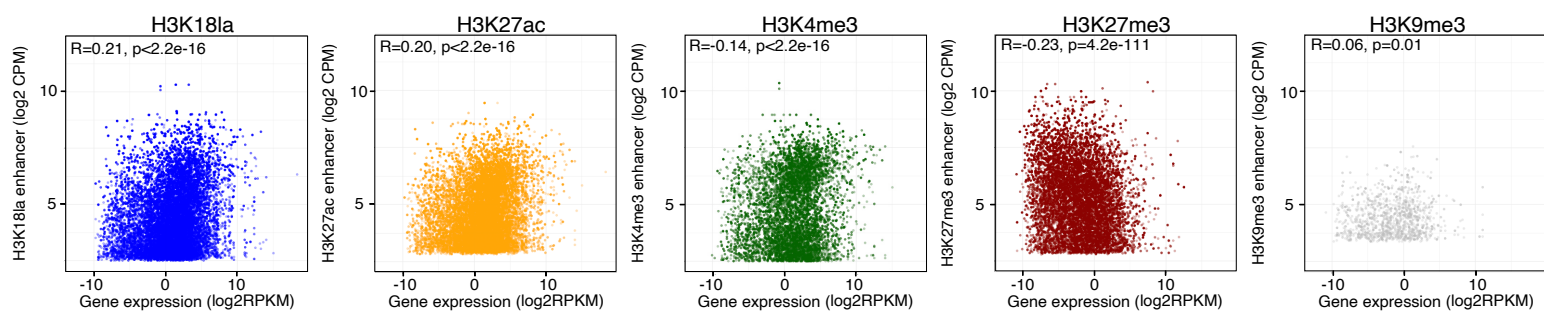

B

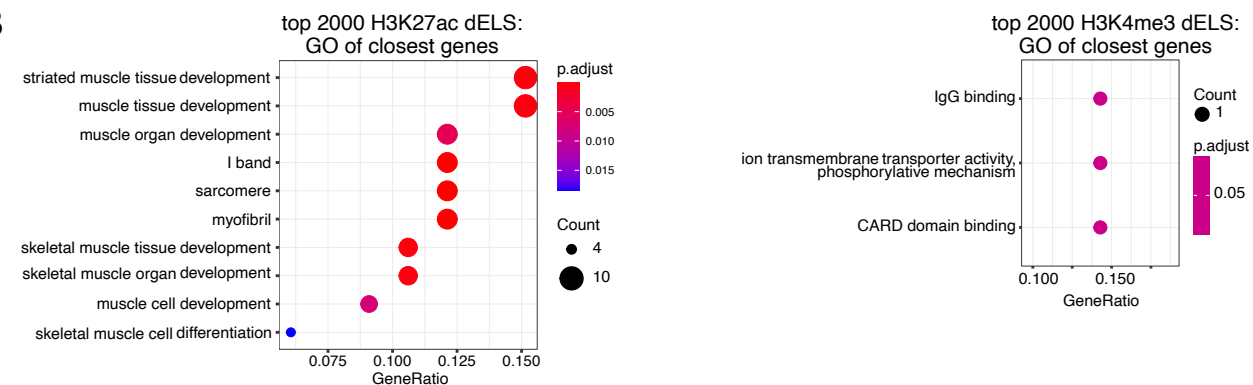

Additional File 1: Fig. S7: Human H3K18la is enriched in active enhancers.

A) Scatter plots depicting peak hPTM levels overlapping with dELS ( $\log_2$ CPM, y-axis) and gene expression of the corresponding closest gene ( $\log_2$ RPKM, x-axis; see methods for how dELS are linked to genes). Spearman's correlation coefficient R and p-values are indicated. B) Top GO terms resulting from a GO analysis of the top 2000 genes closest to the enhancers with the highest levels of H3K27ac or H3K4me3.

Fig S8

A

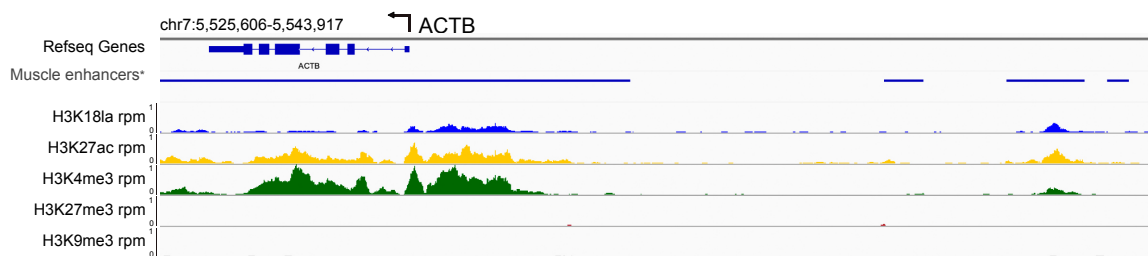

B

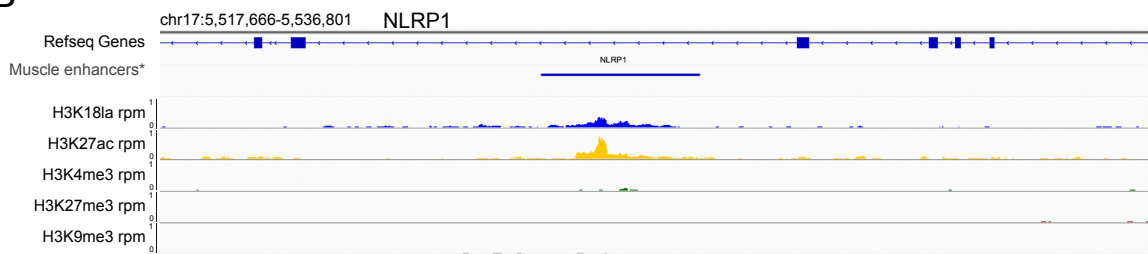

C

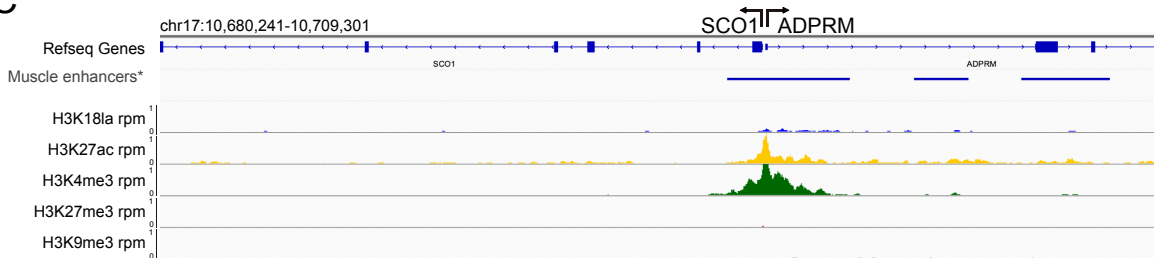

\* Williams et al., 2021

Additional File 1: Fig. S8: Genome browser (IGV) snapshots of human muscle hPTM profiles.

Genomic regions are indicated on the top as well as human skeletal muscle enhancers (1) and RefSeq Genes. The selected regions include (A) the gene *ACTB* and its flanks, (B) part of the gene *NLRP1*, and (C) TSS and associated first parts of genes *SCO1* and *ADPRM*. H3K18la levels are depicted (rpm).

1. Williams K, Carrasquilla GD, Ingerslev LR, Hochreuter MY, Hansson S, Pillon NJ, et al. Epigenetic rewiring of skeletal muscle enhancers after exercise training supports a role in whole-body function and human health. *Mol Metab.* 2021 Nov;53:101290.

# Supplementary material for: H3K18 lactylation marks tissue-specific active enhancers
**Source:** Genome Biol. 2022 Oct 3;23:207. doi: 10.1186/s13059-022-02775-y

Original Western Blot images from Figure 1A of Galle et al., Genome Biology, 2022

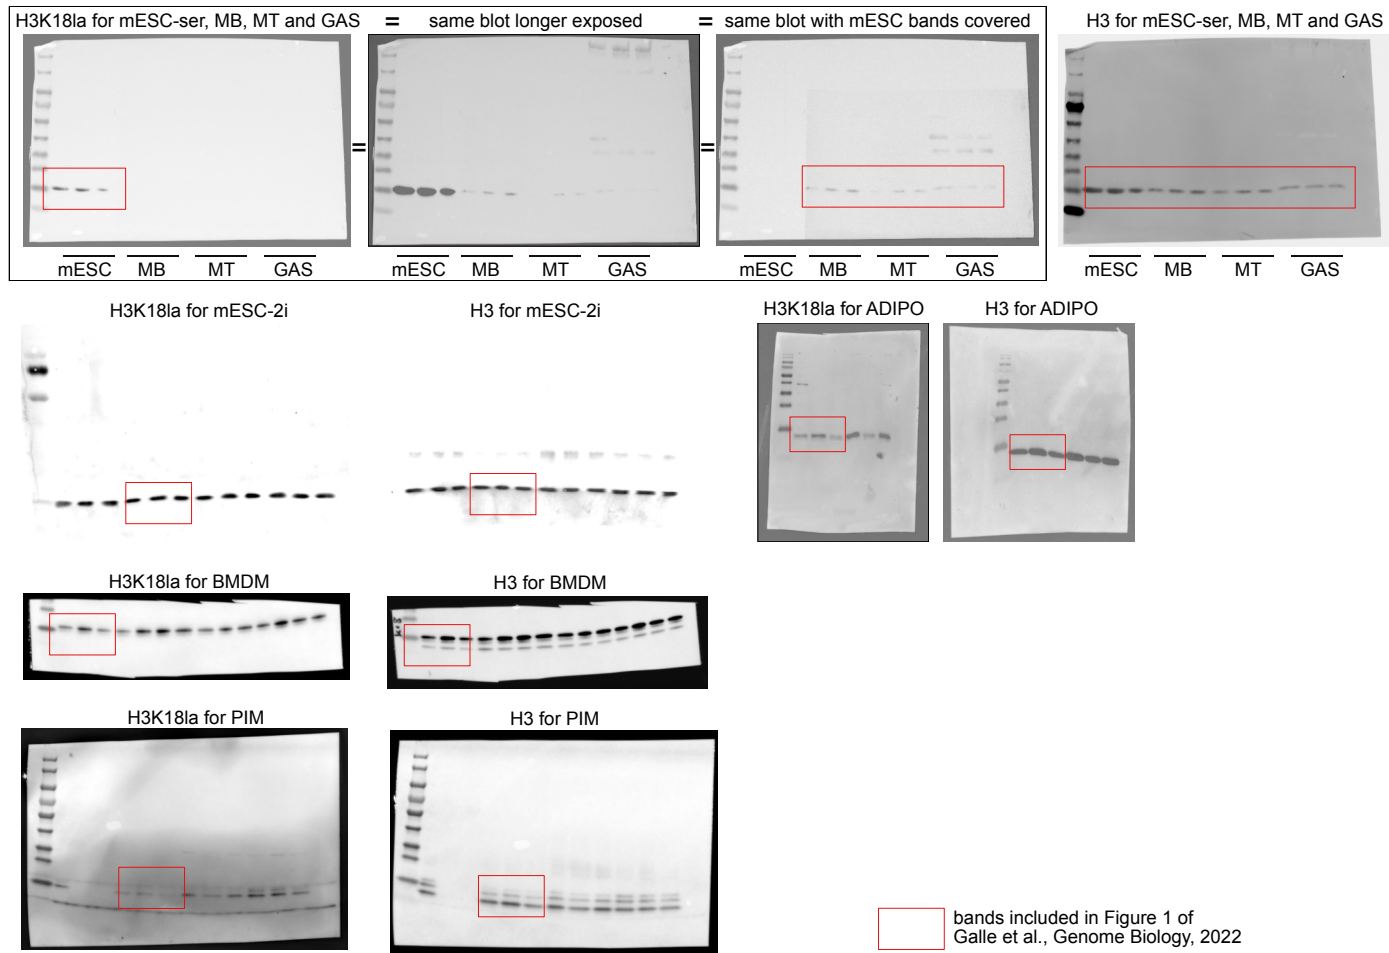

Original Western Blot images from Figure S1B of Galle et al., Genome Biology, 2022

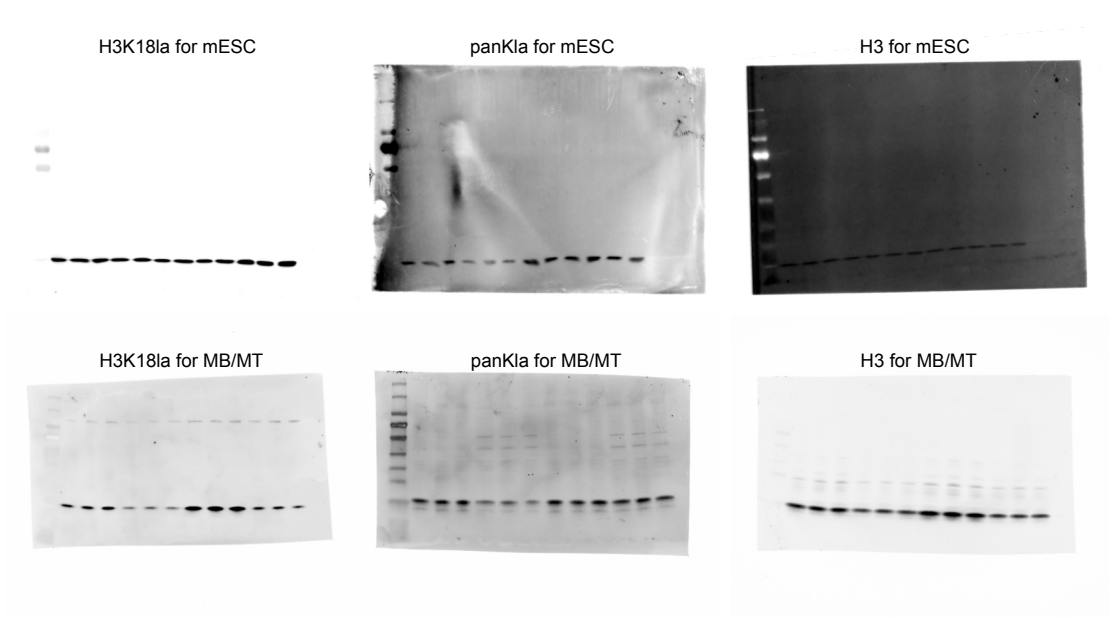

**Supplement:** Supplementary file 2 — Additional file 2: Uncropped western blot images. Cropped images used in Fig. 1A and Fig S1B.

How the deposited data were processed for this re-analysis (not part of the article)

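RNA sequencing of mouse GAS (3 biological replicates), MB and MT (2 each) and MB treated with 10 mM sodium-L-lactate (2) was used, 9 libraries in all. GAS libraries were made from poly(A) RNA and the cultured cells with the Smart-seq2 protocol. The authors trimmed the reads with TrimGalore, aligned them to mm10 with HISAT2 and counted them on genes with featureCounts, and the deposited values are raw counts per gene. The paper's text does not state the annotation release, the handling of strand or that of reads with several alignments. CUT&Tag data, samples of other tissues and the GO enrichment were not analysed here.

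Gene names, coordinates and exonic lengths were taken from GENCODE M21, which is on the same assembly as the authors' alignment, and synonyms from the RefSeq table. The GAS files list 38293 genes, of which 36345 are in this annotation, the files of cultured cells 46078, of which 45143 are, and 36842 genes are in both lists. Between 19307793 and 19941574 reads per library were counted for GAS and between 5198247 and 10839516 for the cultured cells. A count of 3 corresponds to at most 0.155 CPM for GAS and between 0.277 and 0.577 CPM for the cultured cells. This limit covers counting error and not the differences between cultures or animals. Where every library of a group had 3 counts or fewer, the fold change was computed against that limit and is given as a lower bound. Ranges of log2FC also include such genes, with edgeR's prior count of 0.125.

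Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. CPM values used TMM normalization, computed for GAS and for the cultured cells separately. MT was compared with MB, and lactate-treated with control MB, each in a fit of the libraries compared, with edgeR's filter on low counts, TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds were an adjusted p under 0.05 and, for the nominal calls on lactate, a p under 0.01, with an absolute log2FC over 0.5. For edgeR, the SE given is the absolute log2FC divided by the square root of the F statistic. The replicate number was left out of the model and included as a block in a further fit. Whether libraries with the same number are paired was checked by the correlation of their deviations. Both designs were tested on simulated data with 200 changed genes. GAS was not tested against cultured cells because the protocols differ.

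Promoter peak classes were read from Table S4, for the 1989 genes with the lowest Ensembl identifiers among its genes. Classes were compared with a rank-sum statistic, permuting genes between classes 100000 times, two-sided, with adjustment over 6 pairs of classes, and the smallest p that this can give is 1e-05. Genes named are those of the paper's text, of the readable labels of Fig. 3B and Fig. 3E and of the calls in Table S4, housekeeping genes, slow and developmental myosin heavy chain genes, genes chosen as checks of labels or for lactate handling, genes past the lactate threshold, and up to 5 genes with the largest change in each direction past the threshold whose groups do not overlap. The gene 2310065F04Rik was named after its values were seen. One of the genes that meet this rule is not reported here.

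Alternatives tried were RLE size factors, the DESeq2 Wald test, edgeR's likelihood ratio test for lactate, no filter on low counts, at least 10 counts in every library compared, the replicate block, all 6 cultured libraries in one fit with and without the block, other thresholds, another prior count and leaving out each replicate. Chosen after seeing the data were the likelihood ratio test for MT and MB, a fit with crossed replicate numbers and, with the replicate block, RLE size factors, leaving out ribosomal RNA genes and Gm26917, and removal of the trend of each library on GC content and length.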

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

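The tests of depth, length and differentiation in MT replicate 1 were chosen before the result they measure was seen, and those of GC content, of ribosomal RNA and of 2310065F04Rik only after it.

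MT replicate 1 had counts on 8918 genes without a count in the other cultured libraries, mostly genes that the paper does not discuss. Cd163l1, Il7r and Hnmt, labelled in Fig. 3B or Fig. 3E, are among them. Greater depth does not account for it, since at equal depth the library still detected 1.54 times as many genes as MT replicate 2. Differentiation does not account for it either, since MT replicate 2 detected only 1.04 times as many genes as the highest MB library at equal depth. The counts of these genes rose with exonic length (Spearman rho = 0.457). The GC content of all reads of this library in the paper's Table S1 lay below that of its counted transcripts (difference -4.92 percentage points), against -1.72 to 0.34 in the other cultured libraries. A low background of reads from outside transcripts, such as genomic DNA, is a candidate explanation that remains. RNA of other cells in this culture was not tested.

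The ribosomal RNA gene CT010467.1 held 13.8% of the counts of replicate 1 of lactate-treated MB, and the paper does not report on it. The share in control MB of the same replicate number was 9.20%, and in replicate 2 it was 0.447% in lactate-treated and 0.385% in control MB. It was thus higher with lactate in both replicates, in replicate 2 by 0.0626 percentage points, and an effect of lactate within replicate 1 cannot be told apart from the variation between libraries. Lactate does not account for the high share of control MB replicate 1. The lowest share in replicate 1 was 20.6 times the highest share in replicate 2 across lactate-treated and control MB. In MT the share was lower in replicate 1 (0.131%) than in replicate 2 (0.575%). A different library batch for each replicate number is a candidate explanation for MB, but one shared with MT of the same number would not give these values, and the paper's text does not state the batches.

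The lincRNA gene 2310065F04Rik, which the paper does not name by this symbol, had 1.28 CPM in MT and no count in control MB. Reads from the neighboring gene Myh3 could give such counts. In GAS, where Myh3 was lower than in MT, 2310065F04Rik was 109 times higher, but the libraries were made with different protocols, and the counts in MT cannot be told apart from reads of Myh3 by this ratio. With 14 and 12 counts in the MT libraries, the background of MT replicate 1 alone does not account for it, and expression that comes with differentiation remains a hypothesis.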

How the results depend on the processing

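The alternatives were set before the data were examined, except those with the replicate block that used RLE size factors, left out ribosomal RNA genes and Gm26917 or removed the trend on GC content and length, the crossed replicate numbers and the likelihood ratio test for MT and MB, which were chosen after seeing the data.

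For 120 results of named genes, 446 of 586 comparisons with an alternative stayed the same, 106 moved, 21 reversed, 10 became stronger and 3 weaker. The moved ones, 106, and 15 of the reversed ones come from leaving out a replicate, after which no test is possible. The cause was not tested for any change below.

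The number of genes past the thresholds between MT and MB was 1444 with at least 10 counts in every library compared, 3021 with the DESeq2 Wald test and 3251 with edgeR's likelihood ratio test. An absolute log2FC over 1 and no log2FC threshold gave the same genes, and cannot move the number. The nominal number for lactate, 0 without the replicate block, was 1 with the DESeq2 Wald test, 1 with no filter on low counts, 2 with all 6 cultured libraries in one fit with the replicate block, 5 at a p under 0.05 and 13 with the replicate block. With the replicate block it was 12 without ribosomal RNA genes and Gm26917 and 127 with the trend on GC content and length removed. With the block and RLE size factors it was 22, of which 15 were higher and 7 lower. At an unadjusted p under 0.05 the latter fit gave 162 higher and 71 lower, against 74 and 91 with TMM and the block. Without a test, the number of genes with an absolute log2FC over 0.5 on lactate ranged from 1919 to 4355 across the fits that each left out a replicate.

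The lactate difference between genes with a peak in MT only and genes with no peak did not pass after adjustment over pairs of classes (adjusted p = 0.0924). Its unadjusted p, from the permutation test, was 0.0462, and it rose over 0.05 in the same direction with the replicate block (-0.0148), also without ribosomal RNA genes and Gm26917 (-0.0158) and with the trend on GC content and length removed (-0.0150). Leaving out a replicate gave -0.0561 to 0.0033, and -0.0396 to 0.138 for a peak in MT only against both. The latter difference otherwise kept its direction and an unadjusted p under 0.05 under the alternatives tried, between 0.0394 with the trend on GC content and length removed and 0.0816 without ribosomal RNA genes and Gm26917, both with the replicate block. For MT over MB, it gave 0.661 to 1.376 for a peak in MT only against MB only and 0.119 to 0.224 against no peak. The correlation of lactate changes in replicate 2 with MT changes in replicate 1 was -0.0011 at a mean log2CPM over 4 and -0.0046 with a prior count of 0.5.

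With the replicate block, the log2FC of MT over MB reversed to 0.14 for Larp4, 0.37 for Pik3c2a, 0.27 for Fam208b and -0.020 for Dancr. That of Ldha on lactate reversed to 0.032 with RLE size factors and to 0.032 with the DESeq2 Wald test. Leaving out a replicate gave log2FC of MT over MB from -1.73 to 0.53 (Gapdh), -0.069 to 1.31 (Tfrc), -2.26 to 0.067 (Mki67), -0.43 to 0.10 (Ldha), -1.27 to 0.55 (Fsd1), -0.11 to 1.42 (Evi5), -0.46 to 0.89 (Ksr1), -0.95 to 1.24 (Larp4), -0.70 to 1.49 (Pik3c2a), -0.41 to 0.99 (Fam208b), -1.87 to 1.45 (Dancr), -0.074 to 1.07 (Fzd1) and -2.28 to 1.36 (Gas1). On lactate it gave -0.060 to 0.16 (Myog) and -0.52 to 0.42 (Slc16a3).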

Differences from the paper's values

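The paper gives 40 upregulated genes after lactate treatment, and 0 were found here (2 at an unadjusted p under 0.05). The paper's text does not state the design of this fit or whether other libraries were included, so that it may differ from the fits here. None of the alternatives set before the data were examined closed the gap, with 7 upregulated genes with the replicate block. Removing the trend on GC content and length with the replicate block, which was chosen after seeing the data, gave 58, within 1.5 times the paper's number. In that fit 128 genes had an unadjusted p under 0.01, near the 118 of a uniform distribution of p-values. Its log2FC also correlated less with the paper's (r = 0.880) than those with the block alone (r = 0.930). The closeness in number thus does not show that this step explains the gap. The paper gives 19 downregulated genes, and 0 were found here (3 at an unadjusted p under 0.05). None of the alternatives, set before the data were examined or chosen after seeing the data, closed this gap, with 6 with the replicate block and 69 with the trend removed.

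The paper's Table S1 gives all reads, and the values here are the reads counted on genes, both in M, so that they are not the same measure. They are 27.1 in the paper and 10.8 here for MT replicate 1, 16.4 and 8.97 for control MB replicate 1, and 15.3 and 7.42 for lactate-treated MB replicate 1. No alternative applies to these numbers.

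Of the 10 genes that the paper calls in the part of Table S4 used here, none was called here or under an alternative set before the data were examined. Alternatives chosen after seeing the data called some of them. With the replicate block, removal of the trend on GC content and length called Ckb, Actn3, Evi5, Plekho1 and Ksr1, and RLE size factors called Actn3 and Plekho1.

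Fig. 3B and Fig. 3E label genes that were not called here. Lingo1 was called with the replicate block, the DESeq2 Wald test and, chosen after seeing the data, edgeR's likelihood ratio test. Traf7 was called with the DESeq2 Wald test and, chosen after seeing the data, edgeR's likelihood ratio test, and Hjurp under no alternative. Thsd4 was called with the replicate block. Grn was called with the DESeq2 Wald test, no filter on low counts, at least 10 counts in every library compared, all 6 cultured libraries in one fit with the replicate block and, chosen after seeing the data, crossed replicate numbers and edgeR's likelihood ratio test. Myo5c, Cd163l1, Il7r, Myhas, Hnmt and Unc79 were tested only with no filter on low counts, which called Myo5c and Cd163l1. That alternative did not call Klhl34, Ppp1r3c and Rpa1, labelled genes that were called here. Rpa1 was also not called with the replicate block or with at least 10 counts in every library compared.

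The paper's text states that genes with a promoter peak in MT rose slightly on average after lactate treatment, without an order of the classes. The median of genes with a peak in MT only was 0.0065 here, with TMM normalization. This level depends on the scaling. RLE size factors shifted the log2FC on lactate by a median of 0.053. The median difference from Table S4 was then -0.00034, against -0.056 with TMM normalization. In Fig. 3H, read by eye, the median for a peak in MT lies above that for no peak. Here, genes with a peak in MT only lay below genes with no peak, with a median difference of -0.015. On the part of Table S4 used here, the paper's own log2FC gave the same direction, with a median difference of -0.0255 (medians in the paper 0.0575 and 0.083). The other genes of Table S4 were not used here.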

Other observations

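The tests of the pairing of replicates, of the number of small p-values, of GC content in the correlation of the pairs, of crossed replicate numbers and of labelled genes counted in MT replicate 1 were chosen only after the result was seen.

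Without the replicate block few genes passed on lactate treatment. Differences between replicate numbers shared by lactate-treated and control MB are a candidate explanation, since the deviations correlated across genes (Pearson r = 0.704). With the block, the number of genes with an unadjusted p under 0.01 was 13, far below the 118 that a uniform distribution of p-values gives. The test was thus conservative on these data, and this number cannot tell whether these genes passed by chance. With the trend on GC content and length removed, chosen after seeing the data, it was 128. On simulated data with the block, 59.5% of genes changed by 1 on the log2 scale passed the nominal threshold and 16% the adjusted one, and 109 unchanged genes passed the nominal threshold. The p-values of the data were larger than those simulated, so that the simulation cannot tell whether too few libraries explain the low number. The changes of the replicate pairs did not correlate positively across genes (r = -0.135). An effect on few genes would not show in such a correlation. The changes also had opposite trends on GC content (Spearman rho -0.24 in replicate 1 and 0.14 in replicate 2). The correlation thus cannot tell whether an effect was shared by both. This correlation moved to -0.0223 after removal of a trend on GC content and length, and such a trend, differing between the libraries of a pair, may explain it.

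The lactate difference between genes with a peak in MT only and genes with no peak was -0.0187 after matching on expression level. It was -0.015 after removal of the trend on GC content and length. Neither step made the difference smaller. It did not pass after adjustment over pairs of classes, so that neither dependence can be ruled out. Its size is small against the spread between fits that left out a replicate. Changes on lactate treatment and from MB to MT that share no library had a smaller Pearson r of -0.102, so that no shift of MB toward MT was found in both combinations. The lactate changes of the replicate pairs did not correlate positively with each other, so that this value cannot rule out a shift.

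MT and MB libraries with the same replicate number deviated in opposite directions. Crossed numbers would raise the number of genes that pass, but 2059 passed with crossed pairs against 2271 with same-numbered pairs. At an unadjusted p under 0.05 there were more with crossed pairs, 4287 against 3765, a difference in the other direction, so that crossing is not ruled out by the direction alone. Neither number rose by the 1.5 times set for this test. No biological explanation was tested.

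Among labels of Fig. 3B and Fig. 3E with RNA higher and H3K18la lower in MT, 5 of 9 were counted in MT replicate 1 and not in MT replicate 2, against 0 of 14 with both higher (p = 0.0037, two-sided Fisher's exact test). Their highest percentile in counts per kb was 98.1 among the 3854 protein-coding genes counted in MT replicate 1 alone. The lowest was 69.4, and the others were 90.2 or more. Most of the labelled genes belong to the set they are compared with, so that this comparison cannot tell the background of this library apart from expression in this replicate.

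Genes in the paper's list of promoters in ChromHMM state 8 (9944 of 10230 symbols matched) were more highly expressed than other genes. The probability that such a gene lay higher was 0.821 in MB, 0.890 in MT and 0.802 in GAS. At a mean log2CPM over 0 it was 0.660 in MB, 0.722 in MT and 0.632 in GAS. The other genes numbered 19534 in MT and 9341 in MB without this limit, so that the first values are not from like sets. The hypothesis that MT resemble GAS more than MB do was not borne out in each library. The lowest Spearman rho of an MT library with GAS minus the highest of a control MB library was -0.0218 (MT 0.703 and 0.789, MB 0.724 and 0.721). Across protein-coding genes the values were 0.708 and 0.765 for MT and 0.681 and 0.687 for MB. The protocols of GAS and cultured cells differ.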
